# The NAC transcription factors SNAP1/2/3/4 are central regulators mediating high nitrogen responses in mature nodules of soybean

**DOI:** 10.1038/s41467-023-40392-w

**Published:** 2023-08-05

**Authors:** Xin Wang, Zhimin Qiu, Wenjun Zhu, Nan Wang, Mengyan Bai, Huaqin Kuang, Chenlin Cai, Xiangbin Zhong, Fanjiang Kong, Peitao Lü, Yuefeng Guan

**Keywords:** Plant stress responses, Plant symbiosis, Plant molecular biology

## Abstract

Legumes can utilize atmospheric nitrogen via symbiotic nitrogen fixation, but this process is inhibited by high soil inorganic nitrogen. So far, how high nitrogen inhibits N_2_ fixation in mature nodules is still poorly understood. Here we construct a co-expression network in soybean nodule and find that a dynamic and reversible transcriptional network underlies the high N inhibition of N_2_ fixation. Intriguingly, several NAC transcription factors (TFs), designated as Soybean Nitrogen Associated NAPs (SNAPs), are amongst the most connected hub TFs. The nodules of *snap1/2/3/4* quadruple mutants show less sensitivity to the high nitrogen inhibition of nitrogenase activity and acceleration of senescence. Integrative analysis shows that these SNAP TFs largely influence the high nitrogen transcriptional response through direct regulation of a subnetwork of senescence-associated genes and transcriptional regulators. We propose that the SNAP-mediated transcriptional network may trigger nodule senescence in response to high nitrogen.

## Abstract (web summary)

Symbiotic nitrogen fixation (SNF) in legumes is suppressed by the presence of soil inorganic. nitrogen (N). Here the authors characterize a transcriptional regulatory network underlying the N-inhibition of SNF in soybean nodules.

## Introduction

Soybean (*Glycine max* L. Merr.) can fix atmospheric nitrogen (N) gas inside root nodules through symbiotic interactions with rhizobia, a process called symbiotic nitrogen fixation (SNF). SNF helps fulfill the high nitrogen demand of plants and improves soil fertility, making soybean a cornerstone crop in sustainable agricultural practice. However, when soil is heavily fertilized with inorganic N, SNF is inhibited^1–4^. This phenomenon avoids the unnecessary consumption of carbon (C) in nodules but limits the contribution of SNF to soybean production in agricultural systems^5^. Thus, breeding soybean varieties with N_2_ fixation ability that is stable across a range of N levels may provide environmental benefits through decreasing N-inputs.

The mechanisms underlying high N inhibition of nodulation and SNF in legume plants have been pursued for over a century. High N, regardless of the chemical form, can inhibit multiple aspects of SNF, including repression of nodule number and organogenesis, inhibition of nitrogenase activity, and acceleration of nodule senescence^6–9^. The molecular mechanism for N-control of nodule number has been relatively well characterized. The autoregulation of nodulation (AON) is a conserved long-distance signaling cascade negatively controlling nodulation in legumes. which requires the upregulation of CLAVATA3/EMBRYO SURROUNDING REGION-RELATED (CLE) peptides that are perceived by a leucine-rich repeat receptor-like kinase (LRR-RLK)^4,10^. When soil N availability is high, nitrate-responsive CLE peptides are induced (GmNIC1a/1b in soybean, PvNIC1 in common bean, LjCLE-RS2/RS3/40 in *Lotus japonicus*, and MtCLE34/35 in *Medicago truncatula*) to inhibit nodule numbers^11–13^. NIN-LIKE PROTEIN (NLP) transcription factors (TFs), represented by LjNLP4 in *Lotus japonicus* and MtNLP1 in *Medicago truncatula*, localize within nuclei in response to high nitrate and negatively regulate nodulation by inducing negative regulators and repressing positive regulators of nodulation^14–16^. For instance, cytokinin biosynthesis is inhibited by NLP-mediated signaling in N-repressed organogenesis in *Lotus japonicus*^16^.

The suppression of N_2_ fixation activity in mature nodule is another critical aspect of the inhibitory effects of high soil N to SNF. In soybean, N_2_ fixation activity can be inhibited within 48 h of nitrate application, and the inhibitory effect is reversible^17^. Such an inhibitory effect is accompanied by repression of C allocation to the nodule and increased oxygen diffusion resistance^8^. Following the inhibition of N_2_ fixation activity, nodule senescence is accelerated by high N. The most visible sign of senescence is a change of the nodule color from red (which signifies functional O_2_-bound leghemoglobin) to green (resulting from leghemoglobin nitration and breakdown)^18,19^. In addition, the level of reactive oxygen and nitrogen species increases, and symbiosomes and bacteroids are degraded^18^. These physiological and developmental responses of nodules to high N appear similar to the natural senescence process yet occur much quicker^6,18^.

The inhibition of nodule functions and promotion of nodule senescence by N represent distinct phenomena, as nitrate generally triggers increased plant growth, root foraging, and delayed leaf senescence^20^. This indicates that legume nodules may be regulated by a signaling network that is distinctive from the previously characterized N-response gene regulatory networks (e.g. in *Arabidopsis thaliana*)^20^. Indeed, in mature nodules of *Medicago truncatula*, high nitrate tends to down-regulate genes related to maintenance of nodule cell function, and up-regulate senescence related genes^21^. However, the regulatory mechanisms linking N status and nodule function are still poorly understood.

In this study, we sought to define the specific molecular mechanisms correlated with SNF repression by N. We constructed a transcriptional regulatory network and identified a set of NAC TFs as highly connected hubs. Multiple lines of evidence showed that these TFs play key roles in regulating nodule responses to high N.

## Results

### N suppression of nodule function is reversible in soybean

To understand N responses of mature soybean nodules, we employed a hydroponic culture system for reversible N treatment. Soybean plants were grown for 28 days under low N (0.5 mM total N, including 0.4 mM nitrate + 0.1 mM ammonium) to promote nodule development and then transferred to high N medium (10 mM total N, 8 mM nitrate + 2 mM ammonium). Nodule samples were collected at 1, 3, or 5 days after the high N treatment (1HN, 3HN or 5HN) (Fig. 1a). A subset of the plants were returned to low N medium 3 days after treatment and samples were collected 2 days later (3HN2LN) (Fig. 1a). Control groups in low N were sampled and compared to treatment groups at equivalent time points (Fig. 1a). We performed an acetylene reduction assay (ARA) to estimate potential nitrogenase activity in response to N treatment. ARA activities were not significantly affected in 1HN, but decreased by ~50% in 3HN and 5HN nodules (Fig. 1b). A return to low N resulted in a full recovery of ARA activity in 3HN2LN nodules (Fig. 1b). These results are consistent with previous findings that high N inhibition of nodule function relies on a dynamic and reversible mechanism^22^.

**Fig. 1:**
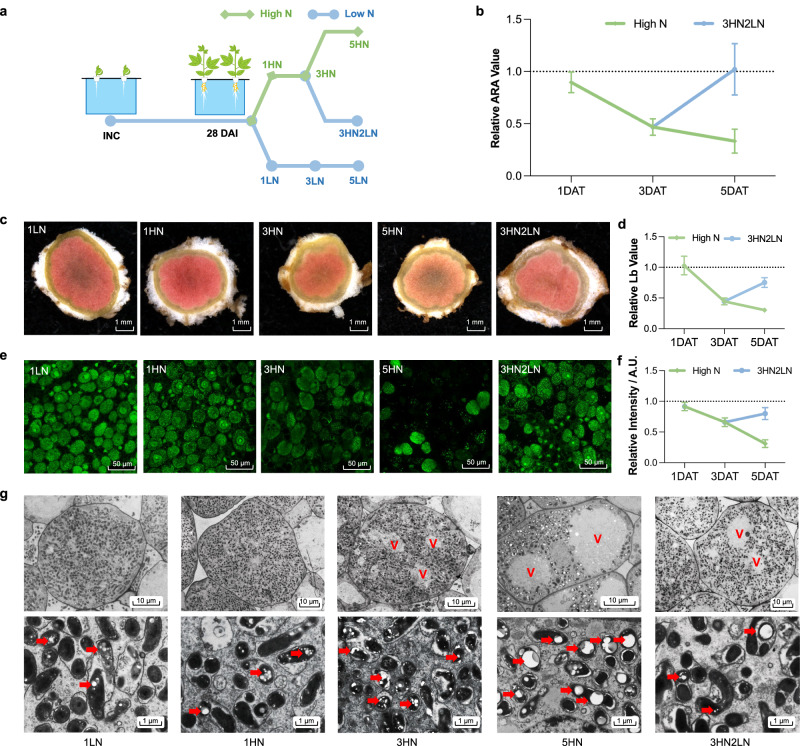
Physiological responses of mature soybean nodules to different N treatments in hydroponic culture. **a** A hydroponic culture system for reversible N treatment. INC inoculation, DAI day after inoculation, HN high N treatment, LN low N treatment; numbers indicate the days after treatment. **b** ARA activity of mature nodules under different N treatments. ARA acetylene reduction assay, DAT day after treatment. Data are represented as mean ± SD (*n* = 8). **c** Cross section observations of mature nodules under different N treatments. Scale bar = 1 mm. More sections were shown in Supplementary Fig. 1a. **d** Relative leghemoglobin change of nodule samples under different N treatments. Leghemoglobin content of nodule samples under different N treatments were shown in Supplementary Fig. 2a. Data are represented as mean ± SD (*n* = 12). **e** SYTO9 staining for rhizobia in mature nodules under different N treatments. More sections of SYTO9 staining were shown in Supplementary Fig. 3a. Scale bar = 50 μm. **f** Relative fluorescence intensity of SYTO9 staining for rhizobia in mature nodules under different N treatments. Fluorescence intensity of SYTO9 staining for rhizobia in mature nodules under different N treatments were shown in Supplementary Fig. 2b. Data are represented as mean ± SD (*n* = 20). **g** Transmission electron micrographs of mature nodules under different N treatments. More micrographs were shown in Supplementary Fig. 5b. Up panel: Scale bar = 10 μm; down panel: Scale bar = 1 μm. V lytic vacuolar compartments. PHB was indicated by red arrow. Source data underlying **b**, **d**, and **f** are provided as a Source Data file.

We also dissected the N responsive physiological changes in the nodule. The red color of nodule was similar between low N control and 1HN nodules, yet was decreased in 3HN and 5HN nodules (Fig. 1c and Supplementary Fig. 1a). In 3HN2LN nodules, the red color was partially recovered in comparison with 3HN and 5HN nodules (Fig. 1c and Supplementary Fig. 1a). This visual observation was consistent with the measurement of red leghemoglobin content (Fig. 1d and Supplementary Fig. 2a). Rhizobia viability, indicated by SYTO9 staining^23^, showed similar trend with red leghemoglobin content (Fig. 1e, f, Supplementary Fig. 2b and Supplementary Fig. 3a).

For detailed cell morphology observation, we next performed transmission electron microscope (TEM). The infected cells of nodules at low N were packed with symbiosomes containing bacteroids (Fig. 1g and Supplementary Fig. 4a). In contrast, in 3HN nodules, large lytic vacuolar compartments were observed as a result of symbiosomes fusion^24^. Moreover, the formation of symbiosomes were notably different, and polymer poly-β-hydroxybutyrate (PHB) was over accumulated in the bacteroids (Fig. 1g, Supplementary Fig. 4a and Supplementary Fig. 5a). These symptoms, reported as features of senescent nodules^25,26^, were more severe in 5HN nodules (Fig. 1g, Supplementary Fig. 4a and Supplementary Fig. 5a). In 3HN2LN nodules, lytic vacuoles still existed, yet the symbiosome formation was partially recovered (Fig. 1g, Supplementary Fig. 4a and Supplementary Fig. 5a). Taken together, in response to reversible high N treatment, mature nodules exhibited senescent symptoms along with changes of nitrogenase activity in our hydroponic system.

### Construction of a nodule co-expression network for high N responses

To understand the molecular basis behind the N response of mature nodules, we performed RNA-seq of nodules samples under the different treatments described above (Supplementary Fig. 6). Differentially expressed genes (DEGs) were identified for each time point. Overall, massive transcriptional changes were observed in response to N treatments in nodules, with a total of 13,446 DEGs (28.6% of expressed genes) being affected by the various N regimes (Supplementary Data 1). In comparison with LN controls, just 170 DEGs were observed in 1HN nodules, while 7749 and 9422 DEGs were found at 3HN and 5HN, respectively. Removal of nitrogen (3HN2LN) dramatically decreased the number of DEGs (1423) compared to 3HN (Fig. 2a, Supplementary Fig. 7 and Supplementary Fig. 8). The observed changes in gene expression parallel the changes seen in ARA activity, suggesting that dynamic transcriptional changes underly the reversible suppression of nodule activity by high N.

**Fig. 2:**
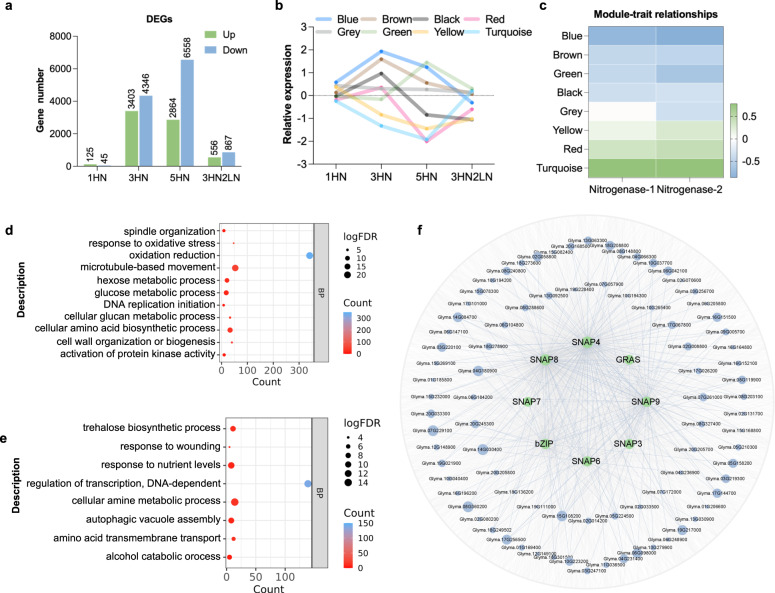
A co-expression network of mature soybean nodules in response to high N treatment. **a** The number of DEGs under various N treatments. See also Supplementary Fig. 7 and Supplementary Fig. 8. **b** The expression patterns of co-expressed modules. Colors represent different modules. Data are represented as mean log2(fold change) of genes in same module. **c** Correlations between modules and ARA activity. Two biological replicates were shown. **d, e** GO enrichment analysis of genes in (**d**) turquoise and (**e**) blue modules. BP: biological process. All significantly enriched items are listed in Supplementary Data 3 and 4. **f** Subnetwork of top eight hub TFs and their neighbors in the blue module. Hub TFs and their neighbors with a weighted correlation >0.27 were selected for ease of visualization. Green circles indicate the hub TFs and blue circles indicate individual genes. Source data underlying **b** is provided as a Source Data file.

To explore the genes associated with the modulation of SNF by N status, we constructed a weighted gene co-expression network using the full transcriptome dataset and integrating the ARA activity. We generated eight expression modules and calculated the correlation between each module and ARA activity (Fig. 2b, c and Supplementary Data 2). Among these, the ‘turquoise’ module, which contains 5330 genes with N-repressed expression, is the largest module and most positively correlated with ARA activity (Fig. 2b, c and Supplementary Data 2). The ‘blue’ module, with 2349 genes, is the most negative correlated with ARA activity, and the genes in this module are induced by high N exposure (Fig. 2b, c and Supplementary Data 2).

We performed Gene Ontology (GO) enrichment analysis, and found contrasting regulation of biological processes in the two modules. Enrichment of GO terms in the N-inhibited ‘turquoise’ module include “oxidation reduction”, “microtubule-based movement”, “spindle organization”, “DNA replication initiation”, “glucose metabolic process” and “cellular amino acid biosynthetic process” (Fig. 2e and Supplementary Data 3). In the N-induced ‘blue’ module, enrichment was seen for genes related to “regulation of transcription”, “trehalose biosynthetic process” and “autophagic vacuole assembly” (Fig. 2e and Supplementary Data 4). Early studies showed that trehalose abundance and autophagic activity increase during nodule senescence^27,28^. Thus, the upregulation of these processes may be related to accelerated nodule senescence. The enrichment of “regulation of transcription” particularly drew our attention, as this suggested the crucial roles of TFs in the N-induced transcriptome reprogramming. To identify influential TFs in this module, we calculated intramodular connectivity (sum of the weight of intramodular edges) and gene trait significance (correlation between gene expression and ARA activity) for ranking TFs in the ‘blue’ module (Supplementary Data 5). The TFs with the highest intramodular connectivity and gene trait significance were selected as hubs. These TFs showed similar N responses, each being significantly upregulated in 3HN and 5HN nodules with attenuated expression upon N-removal (3HN2LN) (Supplementary Data 5).

### N-inhibition of nodule activity and N-induced senescence were alleviated in *snap1/2/3/4* quadruple mutants

Interestingly, six of the top eight most connected TFs are NAC domain-containing proteins (Glyma.19G108800, Glyma.01G051300, Glyma.02G109800, Glyma.12G221400, Glyma.16G043200 and Glyma.13G280000), which all belong to the SNAC-B/NAP sub-family^29^. In total, 11 members of this subfamily were identified in the ‘blue’ module (Supplementary Data 5), all of which showed induction by high N that could be reduced by N removal (Fig. 3a). This result suggested that members of the SNAC-B/NAP sub-family potentially function in N-suppression of nodule function. We designated these N induced NAC genes as *SNAP1-11* (Soybean Nitrogen Associated NAP subfamily genes).

**Fig. 3:**
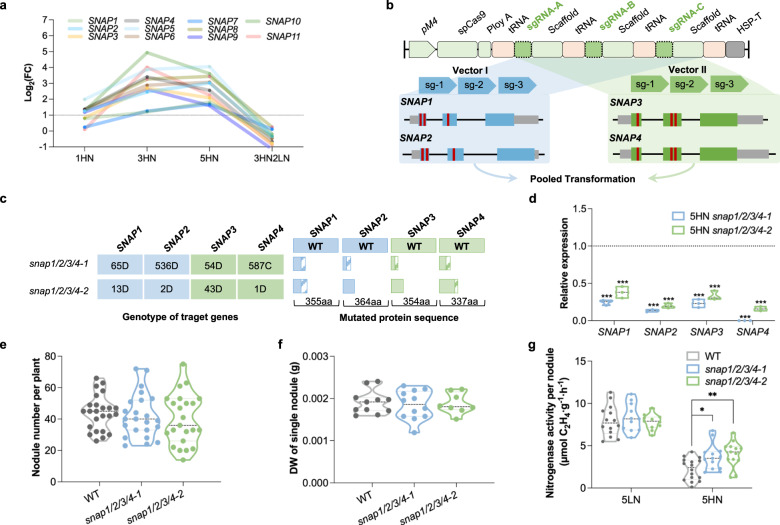
*snap1/2/3/4* quadruple mutations alleviate N-inhibition of nodule activity. **a** Relative expression of SNAPs across N treatments. FC fold change. **b** sgRNA designed for SNAP1/2/3/4 genome editing. The conserved N-terminal DNA-binding domain of SNAP1/2 and SNAP3/4 were each targeted by three sgRNAs. **c** Mutations in SNAP genes in two independent quadruple mutant lines (*snap1/2/3/4-1* and *snap1/2/3/4-2*). Numbers indicate the number of base pairs or aa (amino acid). D: deletion; C: complex mutant type, including 585 bp inversion, 1 bp deletion and 1 bp insertion. **d** Relative expression of SNAP1/2/3/4 in two *snap1/2/3/4* mutants. Three biological replicates were shown. **e** Nodule number of WT and two *snap1/2/3/4* mutants under LN condition. Each point represents a single plant. **f** Nodule dry weight of WT and two *snap1/2/3/4* mutants under LN condition. Each point represents a single plant. **g** ARA activity of WT and two *snap1/2/3/4* mutants under 5HN and 5LN. Each point represents a single nodule. Statistically significant differences performed in this figure used Student’s *t*-test (two-tailed). *P < 0.05, **P < 0.01. Source data underlying **a** and **d**–**g** are provided as a Source Data file.

Among the *SNAP* genes, *SNAP3* exhibited relatively higher expression in the nodules (Supplementary Fig. 9). In situ hybridization showed that its transcript accumulates in the infected cells of mature nodule under high N (Supplementary Fig. 10). Considering the high homology among *SNAP* members (Supplementary Fig. 11), we performed multiplex mutagenesis of *SNAP1/2/3/4* to determine their biological function. The conserved N-terminal DNA-binding domains of *SNAP1/2* and *SNAP3/4* each targeted by three sgRNAs (Fig. 3b and Supplementary Table 1). The two multiplex vectors were pooled and transformed into soybean Williams 82 by *Agrobacterium tumefaciens*. A total of 30 transgenic lines were produced, and from these two independent T2 *snap1/2/3/4* quadruple mutant lines with frameshift mutations or large fragmental deletions at all target genes were identified, designated as *snap1/2/3/4-1* and *snap1/2/3/4-2* (Fig. 3c). RT-qPCR analysis confirmed that the transcript levels of all target genes were greatly reduced in nodules of these mutants (Fig. 3d).

We next examined the nodulation potential of the *snap1/2/3/4-1* and *snap1/2/3/4-2* mutants. At low N conditions, vegetative growth of the *snap1/2/3/4* mutants was apparently similar to the wild type (WT) (Supplementary Fig. 12), and the nodule number and average nodule weight was not statistically different from the WT (Fig. 3e, f). Nitrogenase activity was also indistinguishable between the WT and mutants at low N (Fig. 3g). Nevertheless, after 5HN exposure, the ARA activities of *snap1/2/3/4-1* and *snap1/2/3/4-2* nodules were higher than the WT (Fig. 3g). Moreover, the content of red leghemoglobin in *snap1/2/3/4* mutant nodules was similar to WT at low N, yet was higher than WT at 5HN (Fig. 4a, b and Supplementary Fig. 1b). The mutant nodules also displayed less sensitivity to high N-induced rhizobia death as indicated by SYTO9 staining (Fig. 4c, d and Supplementary Fig. 3b). The TEM observation also showed that, in 5HN *snap1/2/3/4* nodules, the symbiosome formation alteration and large lytic vacuolar compartments were less obvious than in 5HN WT nodules. (Fig. 4e, Supplementary Fig. 4b and Supplementary Fig. 5b). These results indicate that *snap1/2/3/4* mutant nodules are normal at low N conditions but are less sensitive to high N inhibition of nitrogenase activity and acceleration of nodule senescence.

**Fig. 4:**
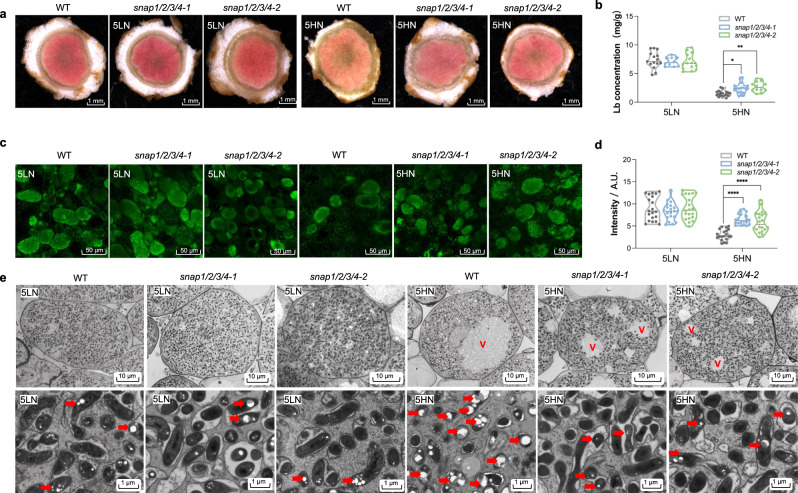
*snap1/2/3/4* quadruple mutations alleviate N-induced nodule senescence. **a** Cross section observation of mature nodules from WT and two *snap1/2/3/4* mutants under 5LN and 5HN treatments. More sections were shown in Supplementary Fig. 1b. **b** Statistical summary of leghemoglobin content of nodule samples under 5LN and 5HN treatments. At least 10 values of each sample were shown. **c** SYTO9 staining for rhizobia in mature nodules from WT and two *snap1/2/3/4* mutants under 5LN and 5HN treatments. More sections of SYTO9 staining were shown in Supplementary Fig. 3b. **d** fluorescence intensity of nodule samples under 5LN and 5HN treatments. The 20 values of each sample were shown. **e** Transmission electron micrographs of mature nodules of WT and two *snap1/2/3/4* mutants under 5LN and 5HN treatments. More micrographs were shown in Supplementary Fig. 5b. Up panel: Scale bar = 10 μm; down panel: Scale bar = 1 μm. V lytic vacuolar compartments. PHB was indicated by red arrow. Statistically significant differences performed in this figure used Student’s *t*-test (two-tailed). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data underlying **b** and **d** are provided as a Source Data file.

### Combined RNA-seq and ChIP-seq to identify direct and indirect downstream genes of SNAP1/2/3/4 TFs in mature nodules

To uncover the direct targets of SNAP1/2/3/4 TFs in N-treated nodules, we performed RNA-seq and ChIP-seq analyses. RNA-seq analysis was performed with WT and *snap1/2/3/4-1* nodules at 5LN and 5HN conditions (Supplementary Figs. 13–15). A total of 10,273 DEGs were identified between 5LN and 5HN WT nodules (Fig. 5a and Supplementary Data 6), similar to the first RNA-seq experiment (Fig. 2a). However, between 5LN and 5HN *snap1/2/3/4* nodules, the number of DEGs was only 6689 (Fig. 5a and Supplementary Data 7). For the shared 5HN vs 5LN DEGs, the average log2(fold change) was significantly reduced from 3.00 in WT to 2.61 in *snap1/2/3/4* mutant nodules (Fig. 5b). These results indicate that the transcriptional responses to high N are reduced in *snap1/2/3/4* nodules.

**Fig. 5:**
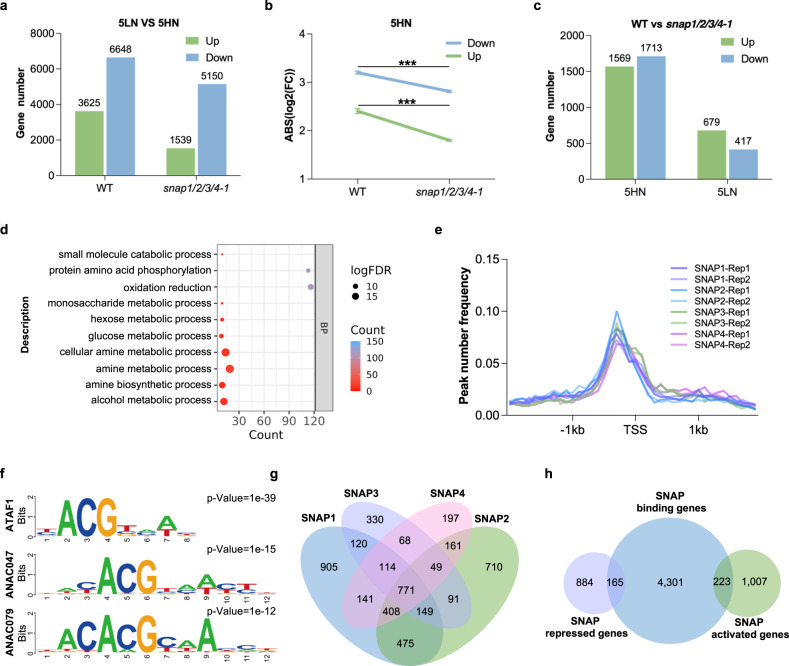
RNA-seq and ChIP-seq analysis reveal genes downstream of SNAP TFs. **a** Number of DEGs between 5LN and 5HN in nodule samples of WT and the *snap1/2/3/4* mutant. See also Supplementary Fig. 14 and Supplementary Fig. 15. **b** Average log2(FC) of 5HN vs 5LN DEGs shared by WT and *snap1/2/3/4*. FC: fold change; ABS: absolute. Data are represented as mean log2(FC) ± SEM of genes. Statistically significant differences performed in this figure used Student’s *t*-test (two-tailed). ***P < 0.001. **c** Number of DEGs between WT and *snap1/2/3/4* mutant under LN and HN conditions. See also Supplementary Fig. 14 and Supplementary Fig. 15. **d** GO analysis of upregulated genes between *snap1/2/3/4* mutant vs WT under 5HN condition. BP: biological process. All significantly enriched items are listed in Supplementary Data 10. **e** SNAP1/2/3/4 binding sites were highly enriched ~500 bp upstream of the TSS. **f** Three Arabidopsis NAC-like motifs were detected by HOMER in 200-bp flanking sequences around the SNAP1 binding peaks. The predicted motifs of all SNAP TFs are listed in Supplementary Data 12. **g** Venn diagram of SNAP1/2/3/4 targets. **h** Venn diagram of SNAP targets and N-responsive genes. Source data underlying **b** and **e** are provided as a Source Data file.

We next compared the transcriptome between *snap1/2/3/4* mutant and WT nodules at low N and high N conditions, respectively. Compared to 1096 DEGs at low N condition, we found more DEGs (3282) between *snap1/2/3/4* and WT in 5HN nodules (Fig. 5c, Supplementary Data 8 and 9). This result indicated that SNAP1/2/3/4 makes more impact on nodule transcriptome after high N exposure. Notably, over 69% of “*snap1/2/3/4* VS WT” DEGs at 5HN (2,279/3,282) were identified as N-responsive genes in WT, and 41% of DEGs (1,361/3,282) were found in either the ‘blue’ (*n* = 697) or ‘turquoise’ (*n* = 664) modules. Interestingly, for the genes upregulated in *snap1/2/3/4* vs WT in the 5HN treatment, enriched GO terms included “cellular amino acid biosynthetic process”, “glucose metabolic process”, “oxidation reduction” and “protein amino acid phosphorylation” (Fig. 5d and Supplementary Data 10). Most of these terms were also enriched in the N-repressed expression module blue in WT (Fig. 2d). Taken together, these results suggest that SNAP1/2/3/4 TFs mainly influence the N-responsive transcriptome in mature nodules.

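Chromatin immunoprecipitation followed by sequencing (ChIP-seq) recovers the DNA to which a tagged protein is bound. Here each SNAP TF carried a FLAG tag and was expressed in transgenic hairy roots with nodules, chromatin was recovered with an antibody against FLAG, and the recovered DNA was cut and given adapters on the beads by the Tn5 transposase. There were 8 libraries, 2 replicates for each of the 4 TFs. The sample labels in the public archive name the genotype as a mutant of the SNAP gene, while the paper describes tagged TFs in transgenic roots, and the paper's description is used here; both name the same TF and replicate for every library. The authors aligned the reads to the Wm82 a4.v1 genome, kept properly paired and uniquely mapped reads, and called peaks in each library on its own with MACS2. The deposited peak lists held 8426 and 9052 peaks for the replicates of FLAG-SNAP1, 7937 and 9332 for FLAG-SNAP2, 6590 and 3628 for FLAG-SNAP3, and 5888 and 6856 for FLAG-SNAP4. The mean number of peaks was 8739 ± 443 (SD, n = 2) for FLAG-SNAP1 and 5109 ± 2094 (SD, n = 2) for FLAG-SNAP3. With 2 libraries for each TF, no difference in number between 1 TF and 1 other can reach a two-sided p below 0.333 in an exact permutation test. No test of the number across all 4 TFs at once was run. The peaks covered between 1.25 and 3.99 Mb of the genome in each library. The lists carry no read numbers, so the depth of each library is not known from them; the paper's Reporting Summary gives a minimum number of read pairs for all samples, and no control library was analysed here. The paper introduces the ChIP-seq as a search for targets in N-treated nodules, while its description of the hairy roots names no nitrogen level. Each peak was assigned by its midpoint to the gene of the RefSeq annotation of Glycine_max_v4.0 with the nearest gene end, if that end lay within 2 kb. The copy of the annotation used gives no strand, so either end of a gene could be its transcription start site (TSS). A gene with a peak in both replicates was taken as a target of that TF. The coordinates of the annotation and of the peaks were compared through the data: between 41.6 and 47.0% of peak summits lay within 500 bp of an end of a protein-coding gene, against 14.6 to 15.9% after the genes were shifted by 20 kb.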

To identify the genome-wide binding sites of SNAP1/2/3/4 transcription factors, we performed ChIP-seq assays with two biological replicates of transgenic hairy roots expressing FLAG-tagged SNAP1/2/3/4 TFs. 

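Assigned in this way, 3972 genes had a peak in both replicates of FLAG-SNAP1, 3525 in both of FLAG-SNAP2, 2115 in both of FLAG-SNAP3 and 2459 in both of FLAG-SNAP4. The order of the 4 TFs by these numbers depended on the libraries. From replicate 1 alone FLAG-SNAP3 had more genes than FLAG-SNAP4 (4620 against 3893), and from replicate 2 alone FLAG-SNAP2 had more than FLAG-SNAP1 (6157 against 5954). With the same number of the strongest peaks in each library, FLAG-SNAP4 and not FLAG-SNAP3 had the fewest targets. Of the alternatives tried, counting a gene with a peak in at least 1 replicate moved the numbers most, to 7559, 7892, 5214 and 5897 genes for FLAG-SNAP1 to FLAG-SNAP4, and FLAG-SNAP2 then had more genes than FLAG-SNAP1.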

We identified 3083, 2814, 1692, and 1909 putative target genes for SNAP1/2/3/4 TFs, respectively (Supplementary Fig. 16 and Supplementary Data 11). The SNAP1/2/3/4 binding peaks were highly enriched ~500 bp upstream of the transcription start sites (TSS) of genes (Fig. 5e). 

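Because the annotation used here does not tell the start of a gene from its end, the position of the peaks was measured against both. The midpoints of 30.1% ± 1.14 (SD, n = 2) of FLAG-SNAP1 peaks lay outside every gene and within 1 kb of a gene end, as did 30.2% ± 0.669 (SD, n = 2) for FLAG-SNAP2, 24.9% ± 2.39 (SD, n = 2) for FLAG-SNAP3 and 28.4% ± 0.718 (SD, n = 2) for FLAG-SNAP4. Random positions on the same chromosomes fell there in 10.4 to 10.5% of cases. The share of peaks was 2.88-fold that of random positions for FLAG-SNAP1, 2.90-fold for FLAG-SNAP2, 2.39-fold for FLAG-SNAP3 and 2.72-fold for FLAG-SNAP4, and in each of the 8 libraries it exceeded all 1000 random sets (one-sided permutation test, p = 0.001, the smallest these sets can give; peaks are not replicates, so the p describes each library). Random positions drawn within 5 kb of a gene end lowered the enrichment most, to 1.26- to 1.57-fold over the 4 TFs. The midpoints of 51.4% ± 1.32 (SD, n = 2) of FLAG-SNAP3 peaks lay inside a gene, against 38.3% ± 0.481 (SD, n = 2) for FLAG-SNAP1. Outside protein-coding genes, the 100 bp next to a gene end held the most peaks for all 4 TFs, from 6.17% ± 0.635 (SD, n = 2) of peaks for FLAG-SNAP1 to 7.49% ± 0.328 (SD, n = 2) for FLAG-SNAP2.

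**Figure D1:**
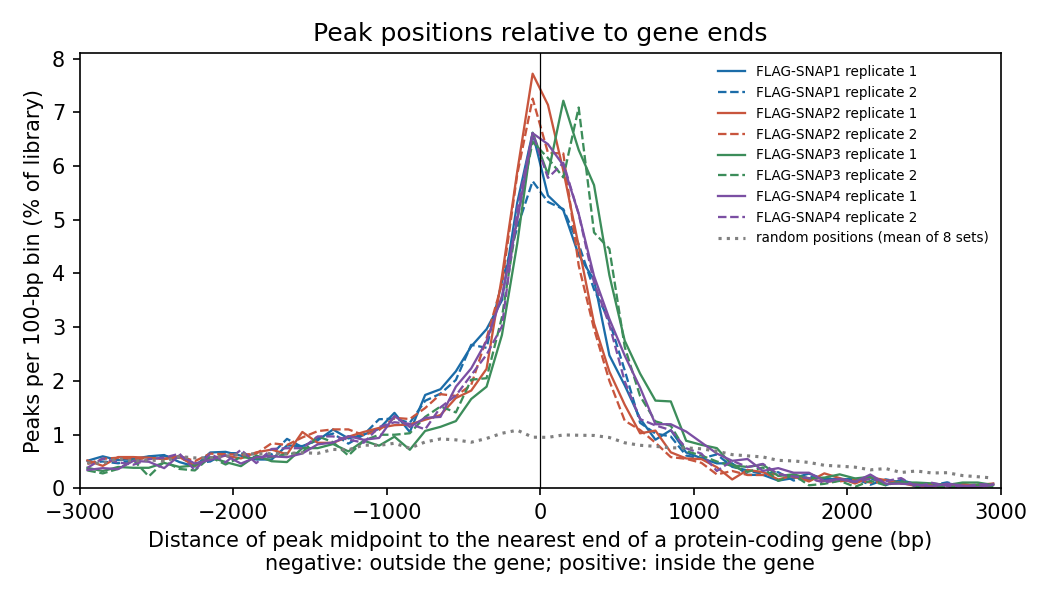
Share of the peaks of each of the 8 libraries (percent, vertical axis) in bins of 100 bp by the distance of the peak midpoint to the nearest end of a protein-coding gene (bp, horizontal axis; negative outside the gene, positive inside), with solid lines for replicate 1, dashed lines for replicate 2 and a dotted line for random positions. All 8 libraries rise around the gene end, where the random positions drawn for each library made up 0.870 to 0.997% in the 100 bp outside the gene.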

We also found that the previously reported NAC core binding motifs with the consensus CACGT, are abundant in SNAP1/2/3/4 binding sequences (Fig. 5f and Supplementary Data 12). By searching for overlapping targets among the four SNAP TFs, we identified 771 genes targeted by all four SNAP TFs, accounting for 25.0% of SNAP1, 27.4% of SNAP2, 45.6% of SNAP3, and 40.4% of SNAP4 targets (Fig. 5g). 

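In the peak lists, 1023 genes had a peak in all 8 libraries and so were targets of all 4 TFs. They made up 25.8% of the targets of FLAG-SNAP1, 29.0% of those of FLAG-SNAP2, 48.4% of those of FLAG-SNAP3 and 41.6% of those of FLAG-SNAP4. These shares depend on the size of each target set: they were 27.6% for FLAG-SNAP3 without its replicate 2, 25.6% for FLAG-SNAP4 without its replicate 1 and 17.6% for FLAG-SNAP2 without its replicate 1. With the same number of the strongest peaks in each library they ranged from 36.6% for FLAG-SNAP1 to 44.5% for FLAG-SNAP4, with 39.2% for FLAG-SNAP3. Independent draws of 4 gene sets of these sizes from the 58643 annotated genes shared 0.357 genes on average and at most 5 (10000 draws, one-sided permutation test, p = 0.0001, the smallest the draws can give). When only genes with a peak in at least 1 library were drawn from, the observed number was 29.7-fold the mean of the draws. The number of shared targets moved most when a peak in 1 replicate sufficed, to 2358. Of the 1023 genes, 558 were protein-coding and 422 were tRNA genes, which are 1.21% of the annotation. Without the peaks whose summit lay within 200 bp of a tRNA gene, a step chosen after the data were seen, 599 genes were targets of all 4 TFs. The strongest peaks of shared targets lay at LOC100814124, a protein-coding gene, where the authors' fold enrichment was 21.4 ± 1.92 (SD, n = 8 libraries). In FLAG-SNAP1 replicate 1 this peak ran from 36916805 to 36917269 on chromosome 3 of Wm82 a4.v1, outside the gene and with its midpoint 1313 bp from the nearest end. The next peak, at the protein-coding gene LOC100785260, ran from 8737867 to 8738361 on chromosome 11, 189 bp from the gene end, with a fold enrichment of 18.5 ± 1.97 (SD, n = 8). LOC102668434, also protein-coding, had a peak from 16812652 to 16813048 on chromosome 18, 654 bp from the gene end, with 18.0 ± 2.95 (SD, n = 8). The pseudogene LOC121172602 had one from 41345376 to 41345775 on chromosome 20 with 17.3 ± 3.05 (SD, n = 8). Inside the lncRNA gene LOC121172748 a peak ran from 9938098 to 9938571 on chromosome 9 with 16.2 ± 1.81 (SD, n = 8). None of these 5 peaks had its summit within 200 bp of a tRNA gene, and apart from the step from LOC100814124 to the next, neighbours in this order differed by less than 1 SD.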

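The 4 target sets together held 5834 genes. Of these, 3260 (55.9%) were targets of at least 2 TFs. In 1000 independent draws of sets of the same sizes from all annotated genes, the mean was 853 and the highest 927. Only 12832 genes had a peak in at least 1 library, and sets drawn from those alone would share more genes. No such draws were made here, so the distance from 853 does not show an excess of sharing among bound genes. Both numbers depended on the setting. A peak in at least 1 replicate gave 12832 and 7037 genes, and the same number of the strongest peaks 3120 and 1788. A q-value of 0.0001 gave 3610 and 2004. Without replicate 1 they were 9991 and 5061, and without replicate 2, 9847 and 5017. With targets from both replicates, 2574 genes were targets of 1 TF, 1306 of 2 TFs and 931 of 3 TFs. Of the genes called for FLAG-SNAP1 and no other TF, 69.5% had a peak in at least 1 library of another TF, and the share was 69.8% for FLAG-SNAP2, 68.6% for FLAG-SNAP3 and 78.2% for FLAG-SNAP4.

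**Figure D2:**
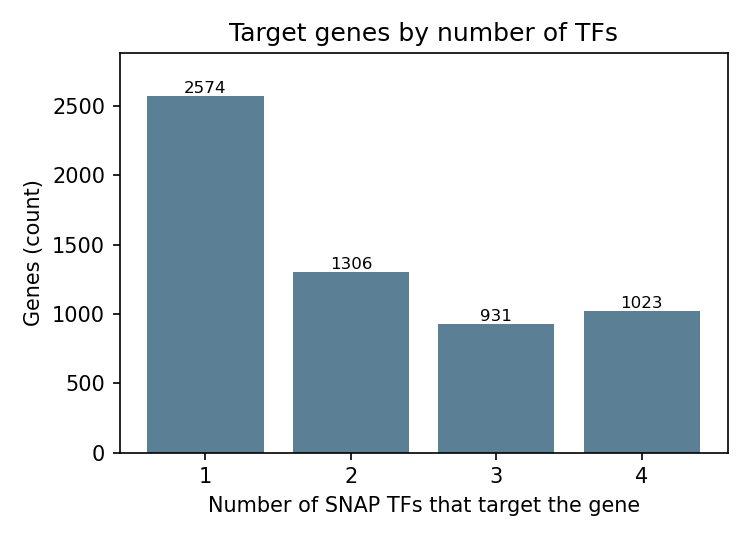
Number of target genes (vertical axis, count) by the number of SNAP TFs that target them (horizontal axis), with a bar for each number and its count above it. The bar for 1 TF stands at 2574 genes and the bar for all 4 at 1023.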

In total of 4689 genes were bound by at least one of the SNAP1/2/3/4 TFs, and 2547 genes were targeted by at least two SNAP TFs. This result suggests that SNAP1-4 TFs play mostly redundant roles in transcriptional regulation, but does not exclude specific roles.

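The peaks themselves were compared between every pair of the 8 libraries by a Jaccard index, the number of peaks with a partner that overlaps by at least 1 bp divided by the number of distinct peaks in the pair. The index was 0.494 between the replicates of FLAG-SNAP1, 0.396 for FLAG-SNAP2, 0.354 for FLAG-SNAP3 and 0.358 for FLAG-SNAP4, with a mean of 0.401 ± 0.0651 (SD, n = 4 pairs). Between libraries of different TFs it ranged from 0.203 to 0.357 with a mean of 0.294 over 24 pairs. Of all the ways to pair the 8 libraries, the pairing by TF gave the highest mean index (one-sided exact permutation test, p = 0.00952, the smallest the test can give). The replicates of each TF overlapped more than either of them did with any library of another TF, by a margin that was widest for FLAG-SNAP1 and narrowest for FLAG-SNAP4, whose highest index with another TF was 0.344. With peaks matched by summits within 200 bp, the index of the FLAG-SNAP4 replicates was 0.273 and no longer above its highest index with another TF, 0.274. From the genes that the 4 TFs have in common, the paper proposes that their roles in regulation are mostly redundant, and it leaves specific roles open.

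**Figure D3:**
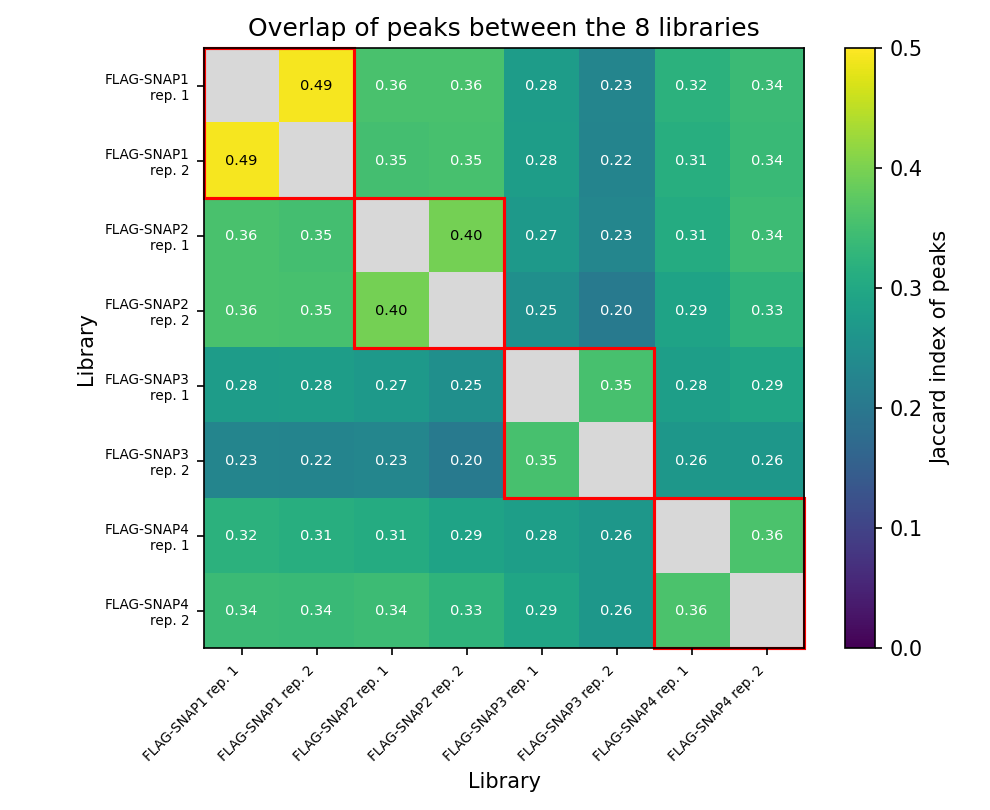
Jaccard index of peaks for each pair of the 8 libraries, with libraries on both axes, the index as colour and number in each square, and red frames around the libraries of 1 TF. The framed pairs range from 0.354 to 0.494 and the pairs of different TFs from 0.203 to 0.357.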

As our data suggest that SNAP TFs have primary roles in high N responses, we integrated our RNA-seq for N-responsive DEGs between *snap1/2/3/4* and WT 5HN nodules with the ChIP-seq data. This led us to identify 388 genes directly regulated by SNAP1/2/3/4 that were N-responsive (223 activated and 165 repressed). The remaining 1891 N-responsive DEGs that were not identified as direct targets (884 repressed and 1007 activated) were defined as indirectly regulated (Fig. 5h). Therefore, SNAPs influence 2279 N-responsive genes, 388 of which are directly regulated.

### SNAP1/2/3/4 mediate a transcriptional cascade in N-triggered senescence of mature nodules

To estimate the overall contribution of SNAP1/2/3/4 TFs on nodule N-responsive genes, we built a regulatory subnetwork using N-responsive genes that were directly bound and regulated by SNAP TFs (Fig. 6a). By comparing our ChIP-Seq data with publicly available transcriptome data for senescent soybean nodules (senescence-associated genes; SAGs), we observed they largely overlapped (166/223, 74.4%) with the SNAP directly activated targets in nodules (Supplementary Data 13)^30^. GO term analysis showed that genes in this subnetwork are significantly enriched in terms with “transcription regulation”, including 33 TFs (26 activated and 7 repressed), 25 of which are SAGs in nodules (Supplementary Fig. 17 and Supplementary Data 14). Particularly, SNAPs directly activate 7 NAC, 7 ERF, and 4 WRKY family TFs (Fig. 6a, b, Supplementary Data 17 and Supplementary Data 14). These TF genes are induced in WT 5HN but to a lesser extent in *snap1/2/3/4* 5HN nodules (Fig. 6c), and are mostly SAGs in senescent nodules (7 NACs, 7 ERFs, and 3 WRKYs)^30^. NAC, ERF, and WRKY family TFs are enriched for senescence-promoting TFs in many plant species. This is consistent with the common function of NAC TFs in promoting plant senescence and the alleviation of N induced nodule senescence in *snap1/2/3/4* mutants.

**Fig. 6:**
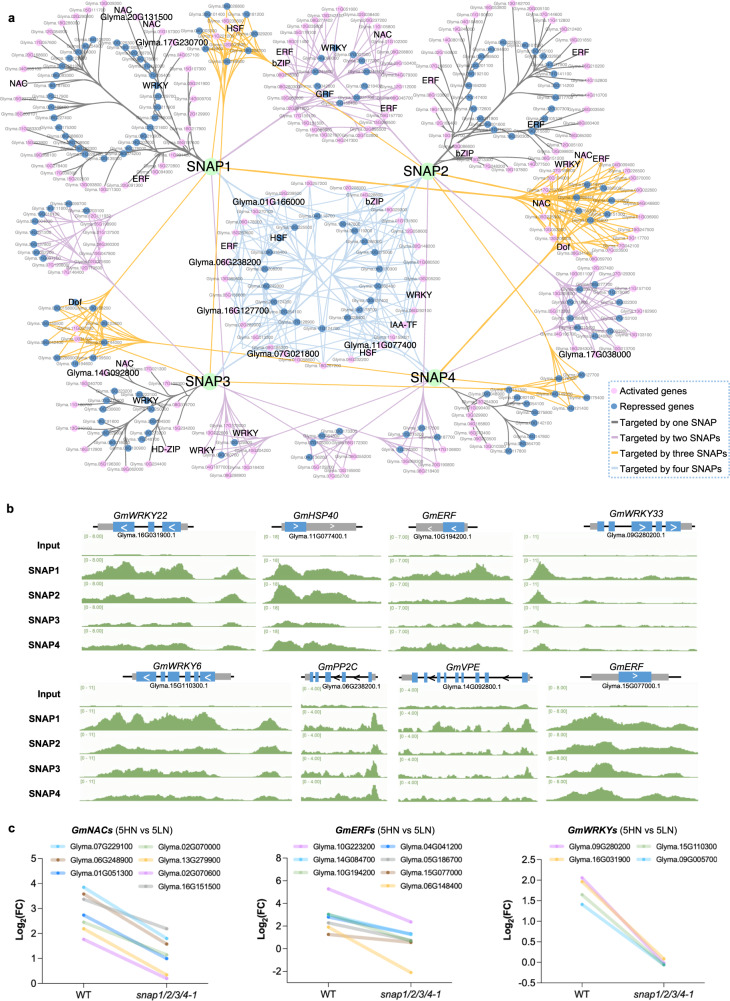
SNAP TFs mediate a N-responsive transcription network. **a** Network of N-responsive genes directly regulated by SNAP1/2/3/4. NAC: NAM, ATAF, and CUC; ERF ethylene responsive element binding factor, bZIP Basic-leucine zipper, IAA-TF IAA transcriptional regulator, HSF heat shock transcription factor, Dof DNA binding with One Finger, HD-ZIP homeodomain leucine zipper. **b** Examples of SNAP1/2/3/4 ChIP peaks in target genes. **c** Relative expression of TFs directly activated by SNAP1/2/3/4 in high vs low N treatments. FC fold change. Source data underlying **c** is provided as a Source Data file.

Ethylene was shown to play positive roles in nodule senescence in *Medicago truncatula*, and ERFs are key components of ethylene signaling^18^. Here we identified that 7 ERFs were directly activated by one or more SNAP TFs (Fig. 6a, b, Supplementary Fig. 18 and Supplementary Data 11). WRKY6, WRKY22 and WRKY33 in Arabidopsis were shown to promote leaf senescence^31–33^. We found that these WRKY homologs in soybean, which are GmWRKY6 (Glyma.15G110300 and Glyma.09G005700), GmWRKY22 (Glyma.16G031900), and GmWRKY33 (Glyma.09G280200), were targeted by SNAP1/2, SNAP1/2/4 and SNAP1/2/3/4 respectively. (Fig. 6a, b, Supplementary Fig. 17 and Supplementary Data 11). Interestingly, we found that SNAP TFs cross activate each other. For example, SNAP1/2/3 all target *SNAP8*, SNAP1 targets *SNAP2* and *SNAP10*, and SNAP3 targets *SNAP1* (Fig. 6a, b and Supplementary Data 11). This is further supported by the finding that in *snap1/2/3/4* mutants, *SNAP5-11* are also down-regulated in 5HN nodules (Supplementary Fig. 19).

There were several types of SAG genes specifically regulated by SNAPs. Specifically, there were three protein phosphatase 2 C family proteins (PP2Cs), Glyma.06G238200, Glyma.17G038000, and Glyma.20G131500, activated by SNAP1/2/3/4, SNAP2/4 and SNAP1 (Fig. 6a, b and Supplementary Data 11), respectively. There were also two gamma vacuolar processing enzymes (VPEs), Glyma.14G092800 and Glyma.17G230700, activated by SNAP3 and SNAP1 (Fig. 6a, b and Supplementary Data 11), respectively. Another group included five Chaperone DnaJ-domain superfamily proteins (HSP40s), four of which (Glyma.01G166000, Glyma.07G021800, Glyma.11G077400 and Glyma.16G127700) are targeted by four SNAP TFs and Glyma.11G105800 which is targeted by SNAP1/2 (Fig. 6a, b and Supplementary Data 11). The homologs of these target genes were shown to regulate senescence in Arabidopsis leaves or in *Medicago truncatula* nodules^34–36^. Based on the above evidence, we hypothesize that SNAP TFs may trigger a transcriptional cascade to initiate nodule senescence under high N (Fig. 7).

**Fig. 7:**
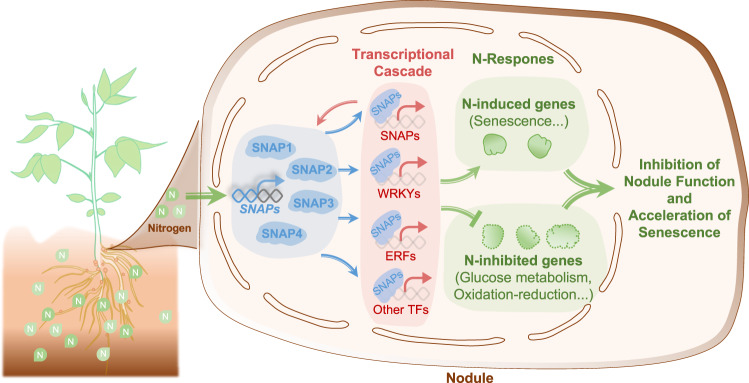
Regulatory model of SNAP TFs in mature nodules under high N. High N activates the expression of SNAP TFs which orchestrate a transcriptional cascade to promote early nodule senescence to repress N-fixation.

## Discussion

Here we present multiple lines of evidence that SNAP1/2/3/4 TFs act as key hubs in the gene network controlling N response in mature nodules. These NACs were among the top connected TFs in the soybean nodule co-expression networks across N treatments. We found that SNAP1/2/3/4 mediate the N inhibition of nitrogenase activity and acceleration of nodule senescence and are largely required for the reprogramming of the nodule N-response transcriptome. Moreover, these SNAPs were found to directly regulate a subnetwork enriched in senescence related genes including TFs in the NAC, WRKY and ERF families. Therefore, SNAP1/2/3/4 likely act as master regulators in a transcriptional cascade that defines the gene network in mature nodules, which conditions the inhibition of nodule function and acceleration of senescence in response to high N.

How plants respond to fluctuating N status is an important biological question and has been extensively elucidated^20,37^. In Arabidopsis, the nitrate sensor NLP7 acts as part of a Ca^2+^-CPK-NLP signaling cascade that is central to the nitrate response^38,39^. The downstream secondary TFs, such as TGA1, bZIP1, TCP20, HRS1 and ABF2 were identified to directly bind in vivo to the promoters of cognate nitrate-responsive target genes^20,37,39–42^. In legumes, NLPs are involved in the nitrate-induced control of multiple processes involved in root nodule symbiosis, including nitrogen fixation^14,15,43^. In this work, we found that the high N response of mature nodules may be mediated by a SNAPs-centered transcriptional network that activates WRKY, ERF and NAC family TFs. It is interesting that SNAP1/2/3/4 directly binds to a small portion of SNAPs influenced N-responsive genes. Therefore, SNAP1/2/3/4 may largely influence N-responsive genes by orchestrating the TF hierarchy in the nodules. Alternatively, this is possibility of transient bindings which may affect target gene expression yet elude biochemical detection.

For the SNAP1/2/3/4 binding targets without altered expression in *snap1/2/3/4/* nodules, these genes maybe be regulated by SNAPs in other tissues or conditions. Otherwise, the expression of these target genes may be not sufficiently affected by snap mutations, due to functional redundancy or compensation effect. More studies on this SNAP-mediated network would bring more new insights into N responses in the nodule.

Nodule senescence is a highly organized and genetically controlled process^18^. Besides high N, exposure to various environmental stresses, such as prolonged darkness, salt stress and drought stress, also induce nodule senescence^18^, but in these cases little is known on how senescence is triggered^18^. It is possible that SNAPs may act as key hubs in response to various stresses and trigger the reprogramming of transcriptome toward the transition between N_2_ fixation and nodule senescence. For instance, The SNAC-B/NAP subfamily NAP TF was recognized as a negative regulator of salt stress response in Arabidopsis^44^. GmNAC181, which was identified as SNAP4 in this study, may play a role in salt stress repression of soybean nodule number^45^. As the NAP clade TFs are evolutionally conserved, it is possible that the NAP mediated nitrate signaling in the nodule may be conserved among legume species. In *Medicago truncatula*, MtNAC969 (Medtr4g081870), a homolog of SNAP10/11 (Supplementary Fig. 11), is also induced by nitrate in symbiotic nodule and is involved in nodule senescence^46,47^.

It remains an open question how high N status is sensed and transduced to the SNAPs mediated gene regulatory network in the soybean nodule. In *M. truncatula* and *Lotus japonicus*, nitrate is taken up through NRT2 transporters to suppress nodulation^48,49^. The transporter NPF7.6 mediates transport of nitrate in transfer cells within nodule vascular bundle^49^. In *L. japonicus*, the uptake of nitrate leads to activation of LjNLP1, which enhances the expression of LjNRT2.1 which further increases nitrate uptake^48^. While NRT2s mediate nitrate uptake from the environment and are expressed in nodules^50^, the role of these transporters in nodules remain unclear, and it remains to be shown whether nitrate acts directly or indirectly on N-fixing cells. Regardless, whether acting locally or systemically, it seems likely that the NRT-mediated and NLP-dependent signaling module acts upstream of the N- response in soybean nodules.

Leguminous plants evolved with negative regulatory systems to repress root nodule symbiosis in response to increased soil N availability^1^. When soil N is increased and fulfills the N demand of host plants, the nodule N-responsive transcriptional network could rapidly repress the plant-rhizobia mutual relationship to avoid unnecessary C investment into SNF. However, such mechanism also led to limitation of the efficacy of soybean nodulation in modern agricultural system, such as in China^5^. Chinese farmers thus rarely use commercial rhizobia to inoculate legumes like soybean (*Glycine max*) and rely instead on chemical N fertilization, resulting higher production costs and damage to the environment. The breeding of “N-insensitive SNF” soybean varieties might help optimize the current agricultural practice. A “N-insensitive SNF” soybean variety would ideally exhibit highly N tolerant nodulation, for nodule number, nodule growth, N_2_ fixation, and nodule senescence. Several soybean AON mutants were identified that formed excessive nodules under high N, yet the nodules formed were small^9,10^. Here we show that the mature nodules of *snap1/2/3/4* quadruple mutants were relatively tolerant to high N exposure. Mutagenesis of SNAPs and AON genes together may alleviate N inhibition of both nodulation and SNF. Future studies should be performed on whether this strategy could facilitate the generation of “N-insensitive SNF” varieties with good agronomic traits, particularly in field conditions with heavy fertilization.

## Methods

### Plant material and growth conditions

Soybean (*Glycine max*) cultivar Williams 82 was used for physiological experiments and genetic transformation. Seeds were surface sterilized by the chlorine gas method and germinated on sterilized and soaked vermiculite. Five days after germination, seedlings were inoculated with the rhizobium strain *Bradyrhizobium* sp. BXYD3 and transferred to hydroponic culture. The medium composition was as follows: Ca(NO_3_)_2_ 0.12 mM, KNO_3_ 0.19 mM, MgCl_2_ 2.5 µM, MgSO_4_ 0.5 mM, K_2_SO_4_ 1 mM, MnSO_4_ 0.5 µM, ZnSO_4_ 1.5 µM, CuSO_4_ 0.5 µM, (NH_4_)_6_Mo_7_O_24_ 0.15 µM, KH_2_PO_4_ 0.25 mM, NaB_4_O_7_ 0.25 µM, Fe-EDTA 0.04 mM, (NH_4_)_2_SO_4_ 0.05 mM, and CaCl_2_ 1.2 mM. The pH was maintained at pH 5.8 with 1 M KOH every 2 d, and the medium was changed once a week. For high N medium, Ca(NO_3_)_2_ 1.2 mM and KNO_3_ 1.9 mM were used. During high N treatments, high N or control medium was changed every 24 h. Soybean plants were grown in a growth chamber under the following conditions: light intensity of 450 µmol photons m^−2^ s^−1^, 14 h light at 28 °C and 10 h dark at 24 °C, humidity 65%. Soybean plants were treated with high N or control medium for 5 days after 25 days of germination and then transferred to soil for harvest.

### Transcriptomic analysis and quantitative real-time PCR

Total RNA was extracted from plant tissues using RNA-Solv® reagent (OMEGA Bio-Tek, Norcross, GA, United States). A total amount of 1 µg RNA per sample was used as input material for transcriptome deep sequencing and RT-qPCR. Sequencing libraries were generated using the NEBNext® Ultra^TM^ RNA Library Prep Kit for Illumina® (NEB, USA) following the manufacturer’s recommendations. The libraries were sequenced on an Illumina Novaseq platform. We used Trimmomatic v0.39 to assess the quality control of raw RNA-seq reads, trim adapter sequences^51^. The clean reads were aligned to the cultivated soybean Wm82 a4.v1 reference genome using HISAT2^52^ v2.1.0. The number of reads mapping to each gene and normalized expression value (FPKM) was calculated by StringTie^53^ v1.3.6. Read count was used to perform differentially expression analysis using DESeq2^54^ v1.34 with a false discovery rate (FDR) < 0.05 and | log_2_(fold-change) | ≥ 1 between treatment and control groups. AgriGO was applied to perform Gene Ontology (GO) enrichment analysis^55^.

For RT-qPCR, first-strand cDNA was synthesized using the PrimeScript RT reagent kit (TaKaRa, Japan), and PCR amplification was performed using SYBR1 Premix Ex Taq™ (TaKaRa). The soybean gene *translation elongation factor eEF-1alpha* (*TefS1*, accession number X56856) was used as reference to calculate the relative expression levels of each gene by the 2^−ΔΔCT^ method^56^.

### Co-expression network construction of transcription factors

Differentially expressed genes (DEGs) in at least one time point under high N treatment in nodule tissue were used to construct a network by using WGCNA R package v1.70.3^57^. Log_2_(FPKM + 1) values of DEGs were used to calculate the adjacency matrix. The signed gene co-expression and ARA activity network was constructed by using soft threshold power of 9 and a minimum module size of 10. Modules with cut heights <0.3 were merged. Intramodular connectivity (sum of the weight of intramodular edges) and gene trait significance (correlation between gene expression pattern and ARA activity change) of each transcription factor (TF) were calculated to rank them in ‘blue’ module. The overlapped TFs with top 20 intramodular connectivity and gene trait significance were selected as hub TFs. Subnetworks of selected modules were visualized in Cytoscape v3.5^58^ by filtering weighted correlation value of 0.27 with TF node for better visualization.

### Chromatin immunoprecipitation sequencing (ChIP-seq)

Soybean *SNAP* transgenic hairy root tissues with nodules were fixed with 1% formaldehyde in PBS for 15 min under vacuum. After nuclei extraction, the chromatin was sonicated to 300-500 bp by using Covaris M220. The chromatin samples were incubated with Dynabeads protein A/G (Invitrogen) with FLAG antibody (Sigma, F1804) for 6 h. The beads were then washed twice with low salt buffer (150 mM NaCl in TE) and twice with high salt buffer (250 mM NaCl in TE). The washed beads were treated with 1 uL of Tn5 transposase in 1x Tn5 buffer (10 mM Tris-HCl pH 8.0, 5 mM MgCl_2_) at 37 °C for 30 min. The beads were then washed with TE buffer and reverse-crosslinked for 8 h. The purified DNA was then amplified using N50x and N70x index primers. Two biological replicates were performed for each experiment.

Paired-end raw reads were trimmed by trim_galore^59^ v0.6.6 for adapters and low quality with default parameters and high-quality reads were then aligned to the cultivated soybean Wm82 a4.v1 reference genome using Bowtie2^60^ v2.3.4.3 with very-sensitive model. Properly paired and uniquely mapped reads were then filtered by mapping quality (MAPQ > 30) using samtools^61^ v1.9 for subsequent analyses. Read coverage was calculated using bamCoverage function in deeptools^62^ v3.5.1 with bin size of 1. Peak calling was performed by MACS2^63^ v2.2.7.1 with parameters of -q 0.05 and -g 1.0e9. 

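In the deposited lists the smallest −log10 q-value of a library lay between 1.31 and 1.34. The median peak was 270 to 371 bp wide, depending on the library, and the median fold enrichment that MACS2 gave was 4.03 to 5.17. Between 3464 and 9034 peaks of a library passed a q-value of 0.01, and between 2124 and 5582 passed 0.0001. The widest peak of a library measured 2419 to 3381 bp, and 17 to 35 peaks of each library lay on scaffolds outside the 20 chromosomes.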

HOMER^64^ v4.11.1 was applied to predict the enriched motifs for candidate peaks with default parameters. Finally, peak annotation was conducted by annotatePeaks.pl script in Homer and target genes were selected by harboring peaks within 2 kb up- or downstream from the transcription start site of gene model.

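By distance to the nearest gene end, 73.5% ± 0.545 (SD, n = 2) of FLAG-SNAP1 peaks, 73.1% ± 0.665 (SD, n = 2) of FLAG-SNAP2 peaks, 78.7% ± 1.13 (SD, n = 2) of FLAG-SNAP3 peaks and 75.8% ± 2.54 (SD, n = 2) of FLAG-SNAP4 peaks had their midpoint within the distance used for targets. Between 18.4 and 25.2% of the peaks of a library lay more than 2 kb from every gene.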

### Generation of vectors and transgenic plants

For CRISPR/Cas9 mutagenesis, three sgRNA were designed targeting the *SNAP* coding region. Vector construction were performed as described with pGES401^65^. Then, the plasmids carrying the sgRNA cassettes were pooled transformed into Wm82 via the cotyledonary-node transformation method as described^66^. Two quadruple *SNAP* mutants were isolated from two independent transgenic lines and validated by Sanger sequencing. *snap1234-1* carried 65 bp deletion, 536 bp deletion, 54 deletion and 587 bp mutation consisting of 585 inversion, 1 bp deletion and 1 bp insertion respectively. *snap1234-2* carried 13 bp deletion, 2 bp deletion, 43 bp deletion and 1 bp deletion respectively.

To construct the expression vector for ChIP-Seq analysis, the CDS fragment of each *SNAP* was cloned from cDNA of Williams 82 and fused with the FLAG-tag into the expression vector pTransE1 drived by the soybean pM4 promoter using Gateway method. Then, four the expression vectors were transformed into *Agrobacterium tumefaciens* strain K599 for soybean hairy root transformation using hypocotyl transformation. After incubation about 2 weeks, the positive hairy root was identified using hand-held laser gun and collected into 50-mL centrifuge tube.

### Physiological observations

For SYTO9 observation, nodules from soybean root were collected and embedded within 5% agarose. After solidification, samples were sliced using a Leica RM2255 microtome in directions of 70-μm thickness. The nodule median sections were selected and further stained with SYTO9 (Life, s34854) staining solution for 7–10 min in dark condition. Then, nodule images were taken by Leica SP8 confocal microscope for SYTO9 stain observation. All images in a single experiment were obtained with the same settings. The fluorescence intensity of each image was calculated by imageJ software^67^.

For nodule color observation, soybean root nodules were selected and cut open in the middle with a blade. Then, nodule samples were immediately observed using stereoscopic microscope. All images in a single experiment were obtained with the same settings.

Nitrogenase activity was determined by the acetylene reduction assay (ARA) by gas chromatography (GC-14, Japan). Nodule samples with similar size were collected in 12 mL sealed glass bottles. One milliliter gas was extracted from the bottle with a syringe and then injected 1 ml acetylene. The sealed bottle was put in room temperature for 2 h. 1 mL mol·L^–1^ NaOH was added to the bottle for terminating the reaction with a syringe and then the bottle was sealed. Finally, 1 mL gas was extracted from the bottle to detect the amount of ethylene by gas chromatography.

The measurement of leghemoglobin content of nodule was adopted from previous study^19^. About 0.2 g of fresh nodule tissue was grounded and homogenized in 0.1 mol·L^–1^ phosphate buffer (PBS, pH 6.8 at 4 °C). After centrifuged for 15 min at 100 × g, the supernatant was transferred and centrifuged again at 12,000 × g for 20 min. Absorbance of the supernatant were measured at 520, 540, and 560 nm using PBS as blank control.

Nodule samples for TEM observation were prepared as followed. Nodule samples were cut into ~2 mm long and fixed in 0.1 M phosphate buffer (pH = 7.2) containing 3% glutaraldehyde and 2.5% paraformaldehyde. The samples were kept in 4 °C after vacuuming 15–30 min. After six times washing with 0.1 M phosphate buffer, the nodule samples were post-fixed in 1% osmium tetroxide for 4 h and washed with 0.1 M phosphate buffer. Next, fixed nodule samples were dehydrated and embedded in flat molds using EPON812 resin. Ultra-thin sections (70 nm) were cut by ultramicrotome (Leica UC7). Ultra-thin sections were observed by a transmission electron microscope (FEI Tecnai G2 Spirit BioTWIN) operating at 100 KV.

### Statistics and reproducibility

In this study, statistical analysis was performed using GraphPad Prism 9 (v9.0.0). No data were excluded from the analyses and no statistical method was used to predetermine sample size. For microscopic and physiological observations, as least two completely independent experiments were performed. At least three biological replicates were measured for each experiment. For minimize plant-to-plant variations, at least 7 individual plants were used in each experiment for sample collection. For RNA-seq data and ChIP-seq data, three biological experiments and two biological experiments were performed, respectively. Raw data underlying the figures are provided as a Source Data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-14

Reporting Summary

### Source data

Source Data

## Data Availability

Data deposition: The raw sequence data generated in this study have been deposited in the National Center for Biotechnology Information (NCBI) under the BioProject accession number PRJNA674706 and PRJNA907509. Processed data have been deposited in the NCBI GEO database under the accession number GSE236557. The Wm82 a4.v1 reference genome was download from Phytozome. Source data are provided with this paper.

# Supplementary material for: The NAC transcription factors SNAP1/2/3/4 are central regulators mediating high nitrogen responses in mature nodules of soybean
**Source:** Nat Commun. 2023 Aug 5;14:4711. doi: 10.1038/s41467-023-40392-w
**Supplement:** Supplementary file 1 — Supplementary Information

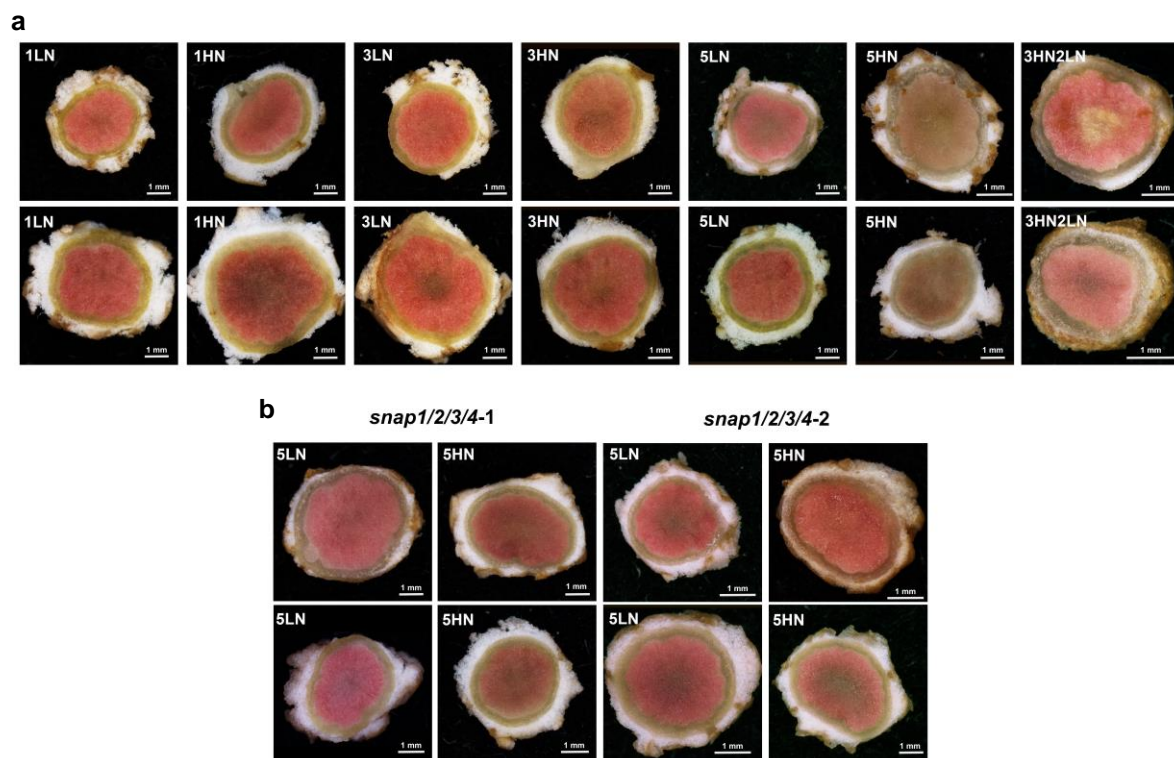

**Supplementary Figure 1.** Cross section observations of mature nodules from **a** WT and **b** two *snap1/2/3/4* mutants under different N treatments. Scale bars = 1 mm. For each sample, two sections were shown. HN: high N treatment; LN: low N treatment.

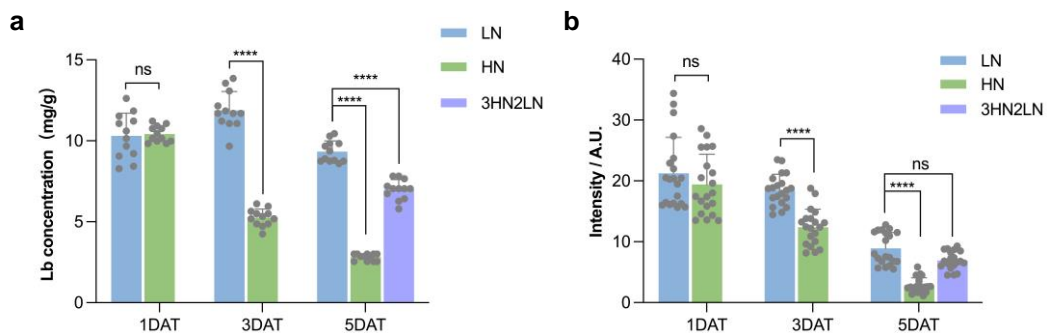

**Supplementary Figure 2.** Statistical summary of **a** Leghemoglobin content and **b** fluorescence intensity of nodule samples under different N treatments. All data are represented as mean  $\pm$  SD.  $n=12$  and  $n=20$  are calculated for Leghemoglobin content and fluorescence intensity, respectively. DAT: day after treatment. HN: high N treatment; LN: low N treatment; ns: not significant. Statistically significant differences were performed using Student's t-test (two-tailed). \*\*\*\* $P < 0.0001$ . Source data are provided as a Source Data file.

**a**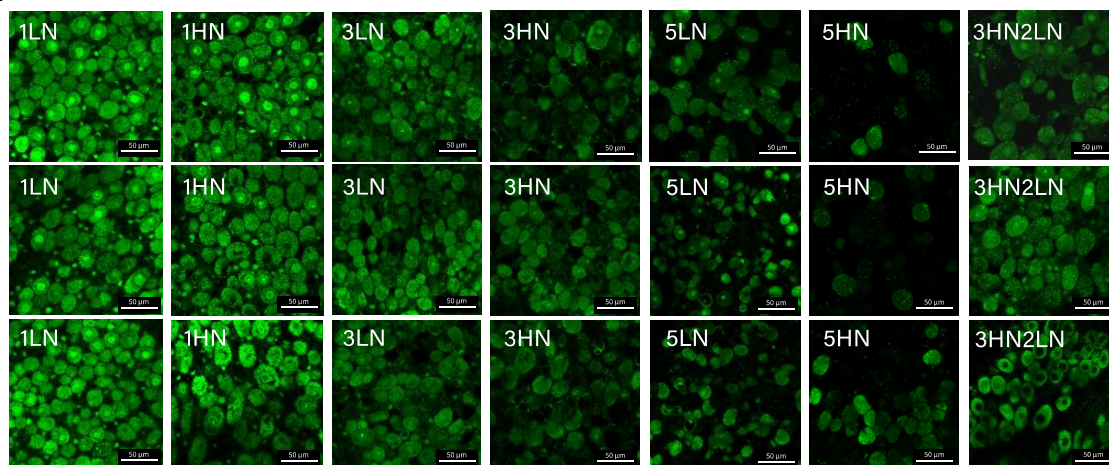**b***snap1/2/3/4-1**snap1/2/3/4-2*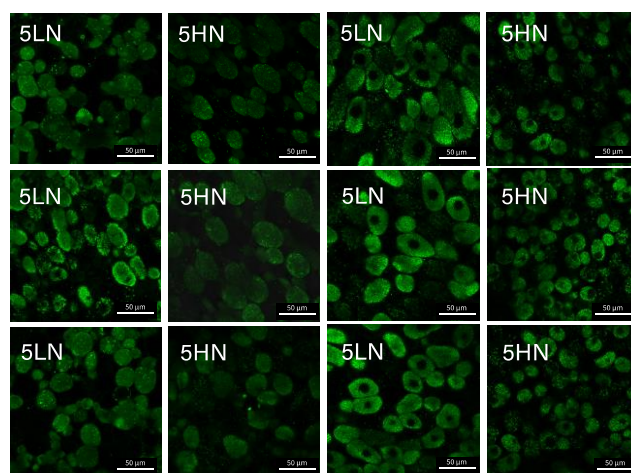

**Supplementary Figure 3.** SYTO9 staining for rhizobia in mature nodules of **a** WT and **b** two *snap1/2/3/4* mutants under different N treatments. Scale bars = 50  $\mu$ m. For each sample, three sections were shown. HN: high N treatment; LN: low N treatment. Two replicates were performed for each experiment.

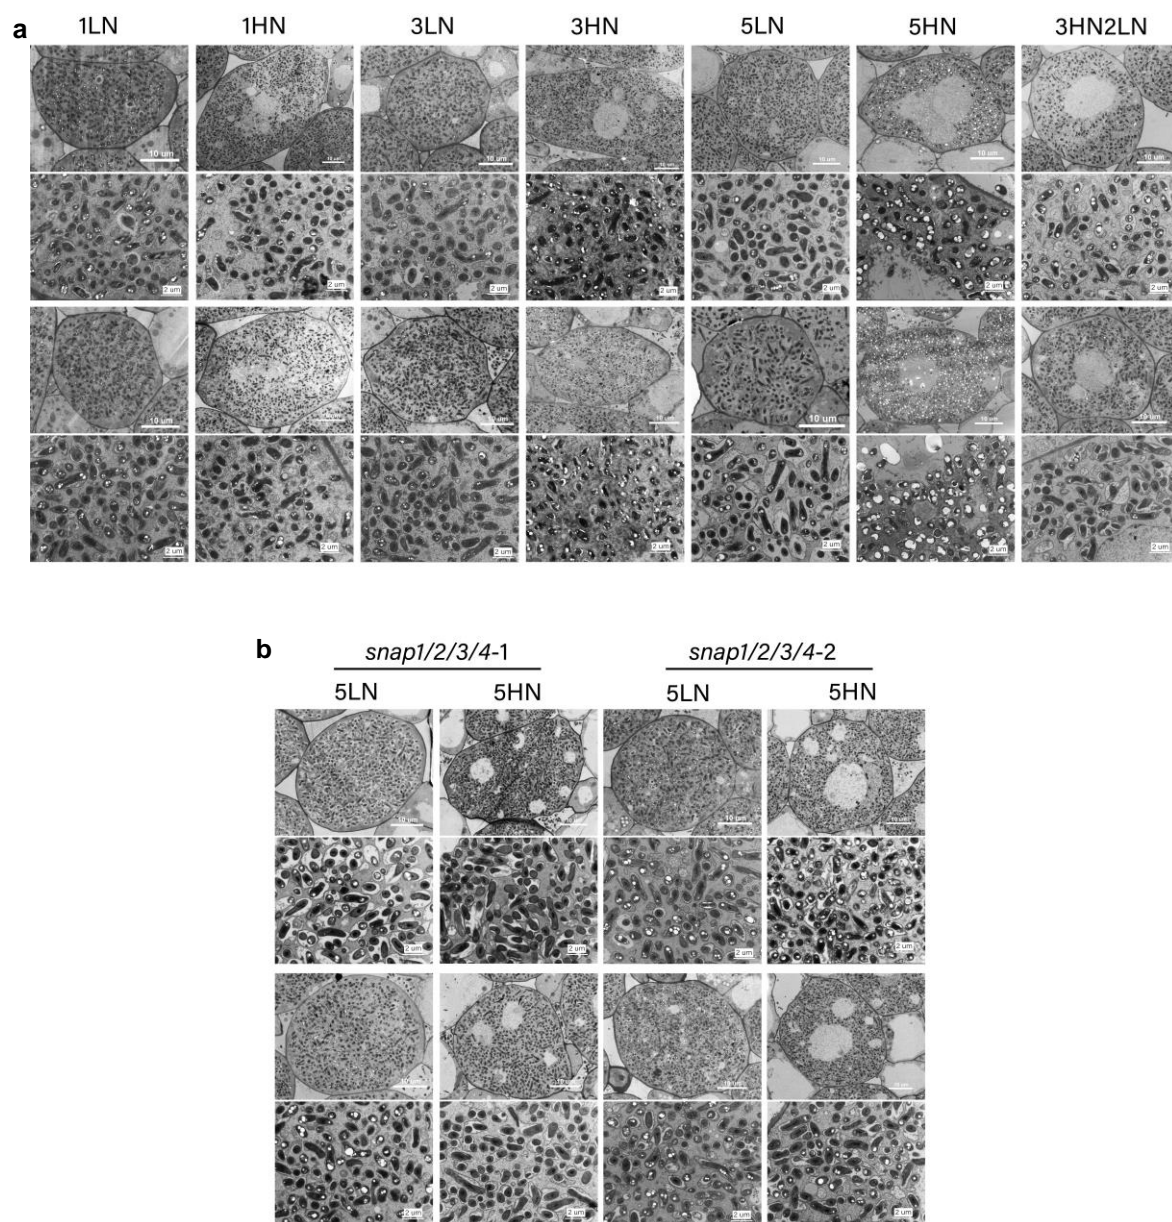

**Supplementary Figure 4.** Transmission electron micrographs of mature nodules of **a** WT and **b** two *snap1/2/3/4* mutants under different N treatments. For each sample, two micrographs were shown with two magnifications. Up panel: Scale bar = 10  $\mu$ m; down panel: Scale bar = 2  $\mu$ m. HN: high N treatment; LN: low N treatment. Two replicates were performed for each experiment.

**a**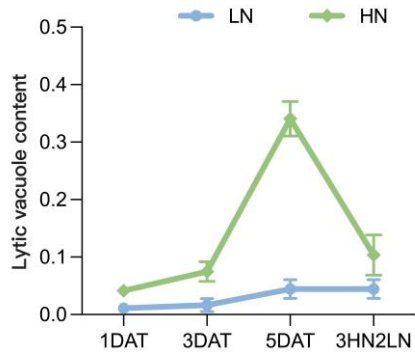**b**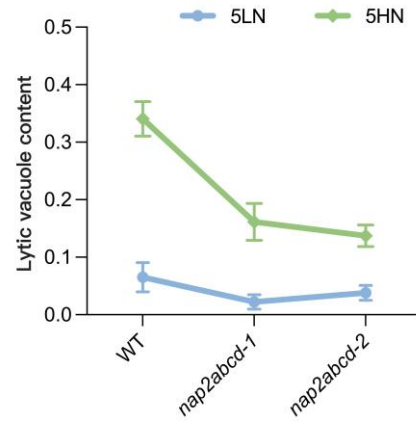

**Supplementary Figure 5.** Relative lytic vacuole content of **a** WT and **b** two *nap1/2/3/4* mutants under different N treatments. All data are represented as mean  $\pm$  SEM (n=10). DAT: day after treatment. HN: high N treatment; LN: low N treatment. The relative vacuole content was calculated by the area of vacuole/the area of cell. Source data are provided as a Source Data file.

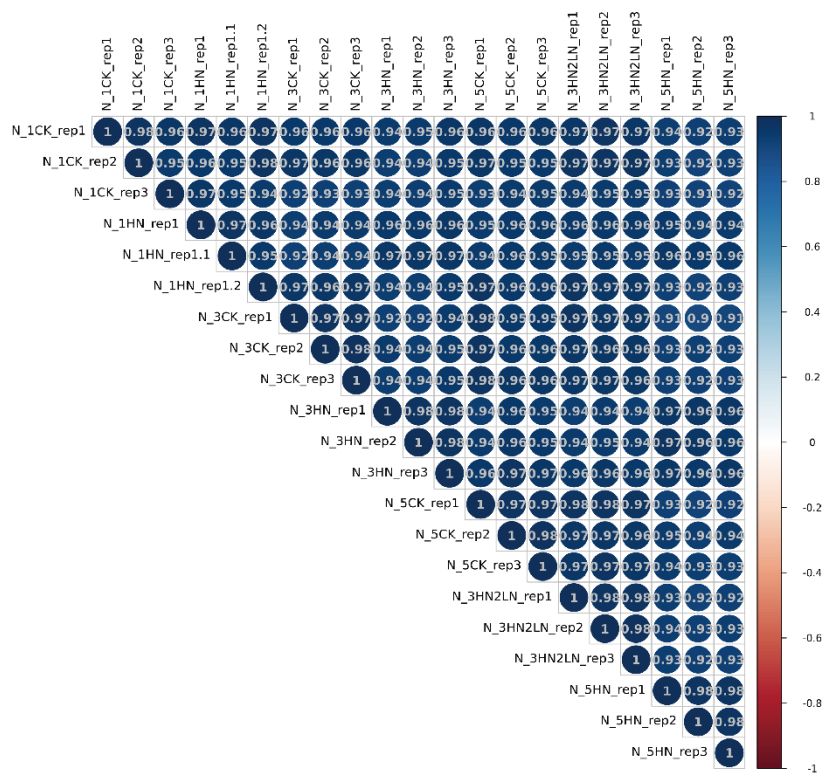

**Supplementary Figure 6.** Pairwise Spearman correlation coefficient analysis of RNA-seq samples in time-series high N treatment. N: nodule, rep: replicate. Values represent Spearman correlation coefficient of all the genes tested for differential expression between low N and high N nodule RNA-seq samples.

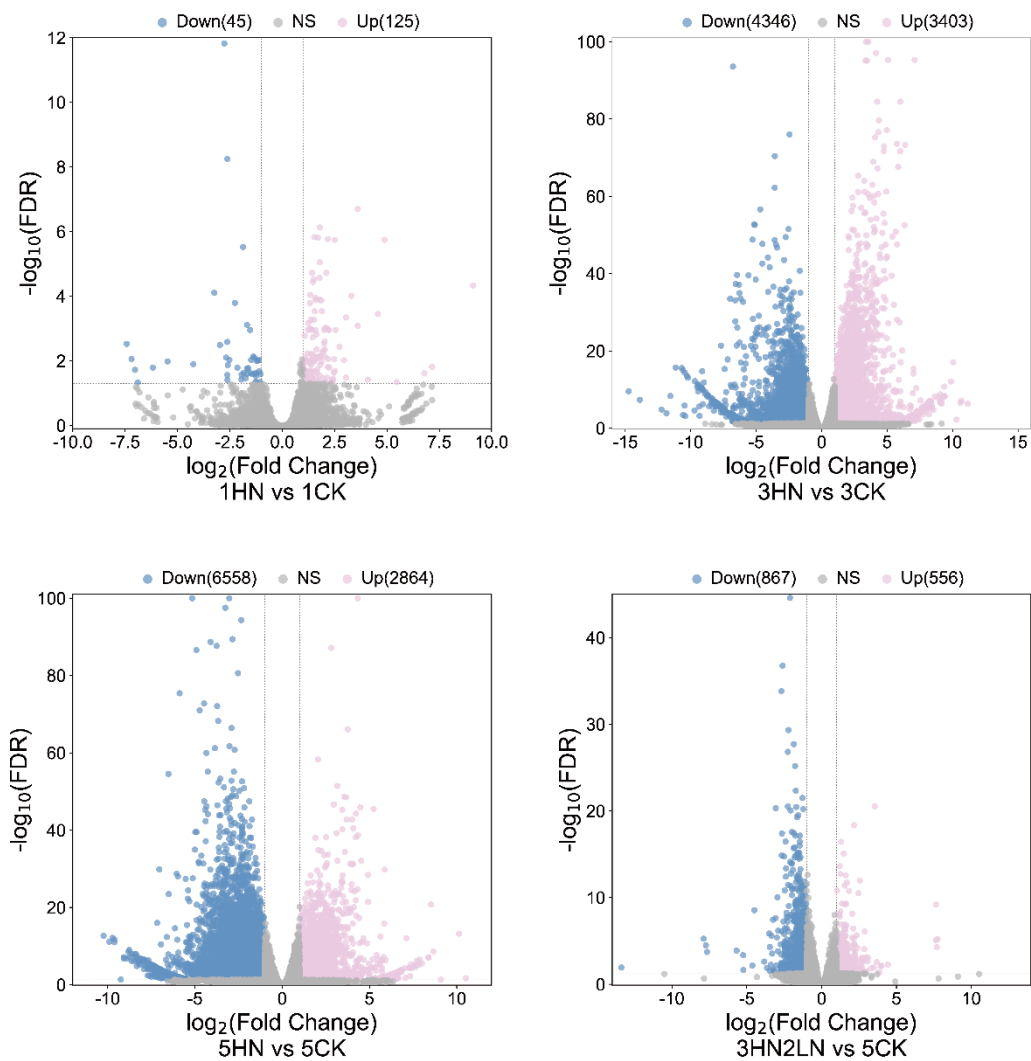

**Supplementary Figure 7.** Volcano plots of all expressed genes in time-series high N treatment. Dotted lines indicate  $\log_2(\text{fold change}) = 2$  and  $\text{FDR} = 0.05$  respectively. Down: down-expressed genes; Up: up-expressed genes. NS: not significant. Source data are provided as a Source Data file.

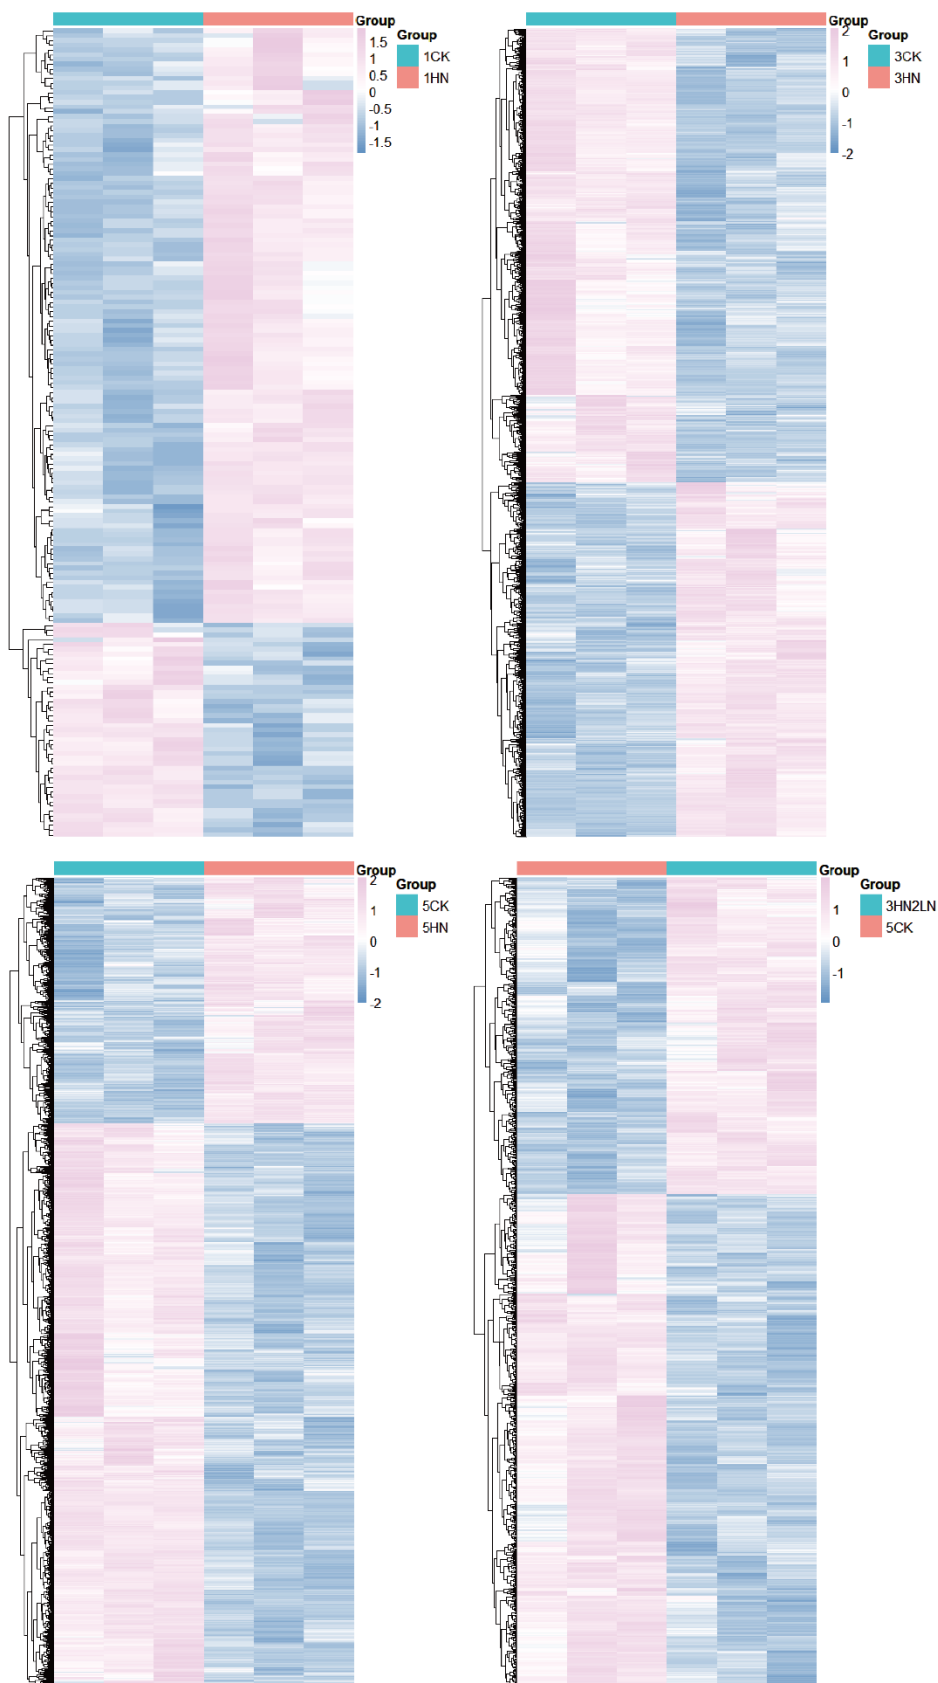

**Supplementary Figure 8.** Heatmaps of DEGs in time-series high N treatment. The scale is normalized with row values. Three biological replicates were shown. DEGs are determined by  $\log_2(\text{fold change}) > 1$  and  $\text{FDR} < 0.05$ .

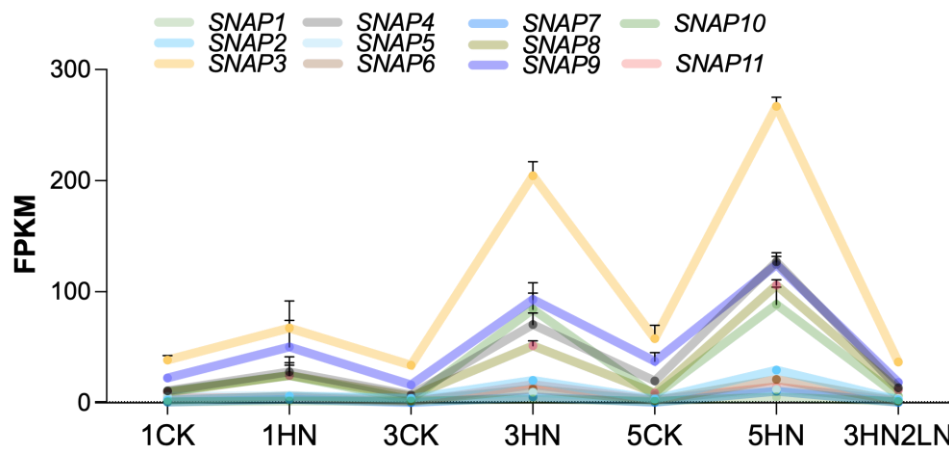

**Supplementary Figure 9.** Normalized expression level of soybean *SNAP* genes. Error bar: sem. FPKM: Fragments Per Kilobase of exon model per Million mapped fragments. Data are represented as average FPKM  $\pm$  SEM of three biological replicates. Source data are provided as a Source Data file.

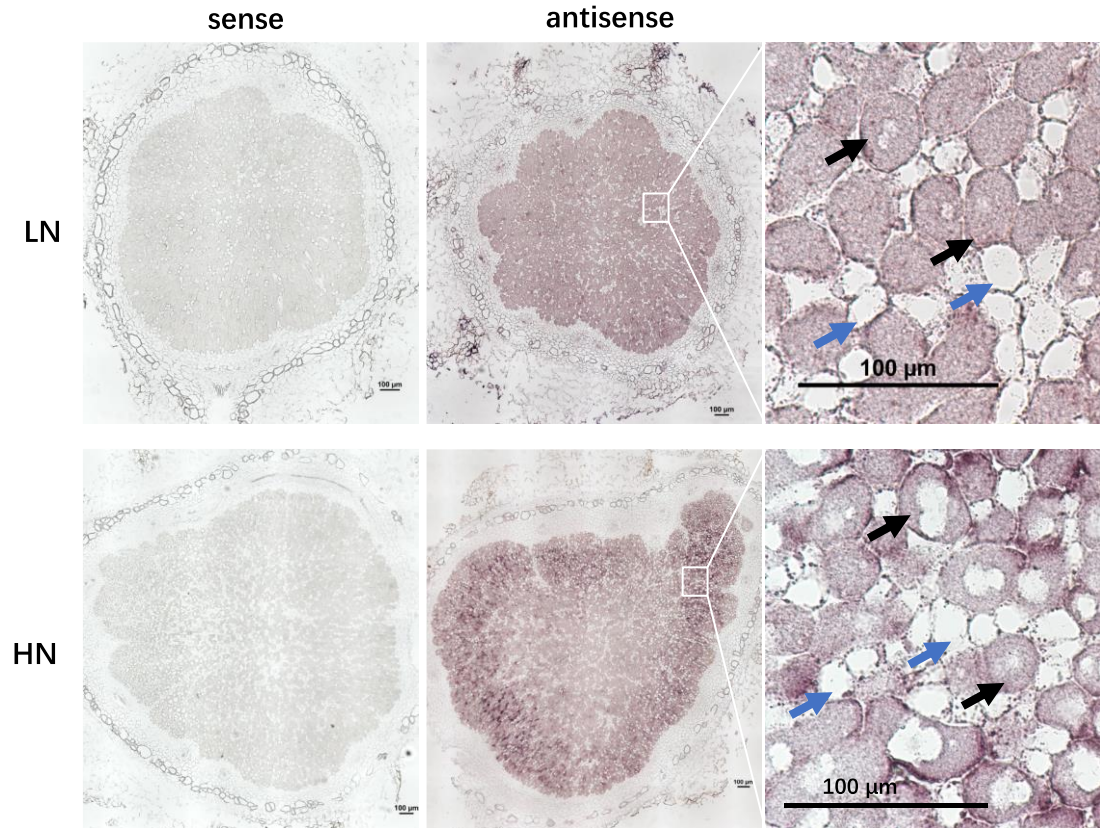

**Supplementary Figure 10.** In situ hybridization of *SNAP3* gene. Upper panel shows that *SNAP3* expressed in nodule under LN condition and lower panel shows that *SNAP3* expressed in nodule under 5HN treatment. Black arrows indicate infected cell and blue arrows indicate uninfected cell.

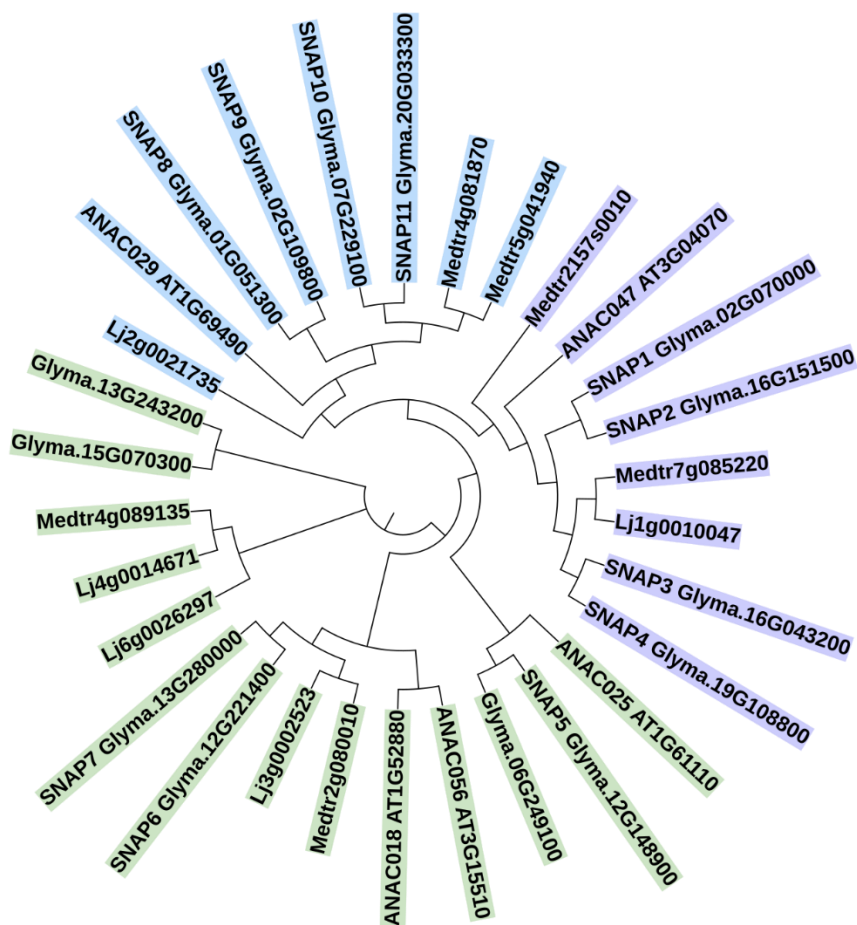

**Supplementary Figure 11.** Phylogenetic tree of 11 soybean SNAP TFs and their homologs in *Medicago truncatula*, *Lotus japonicus* and *Arabidopsis*. Genes in the same colors indicate they are in the same clade.

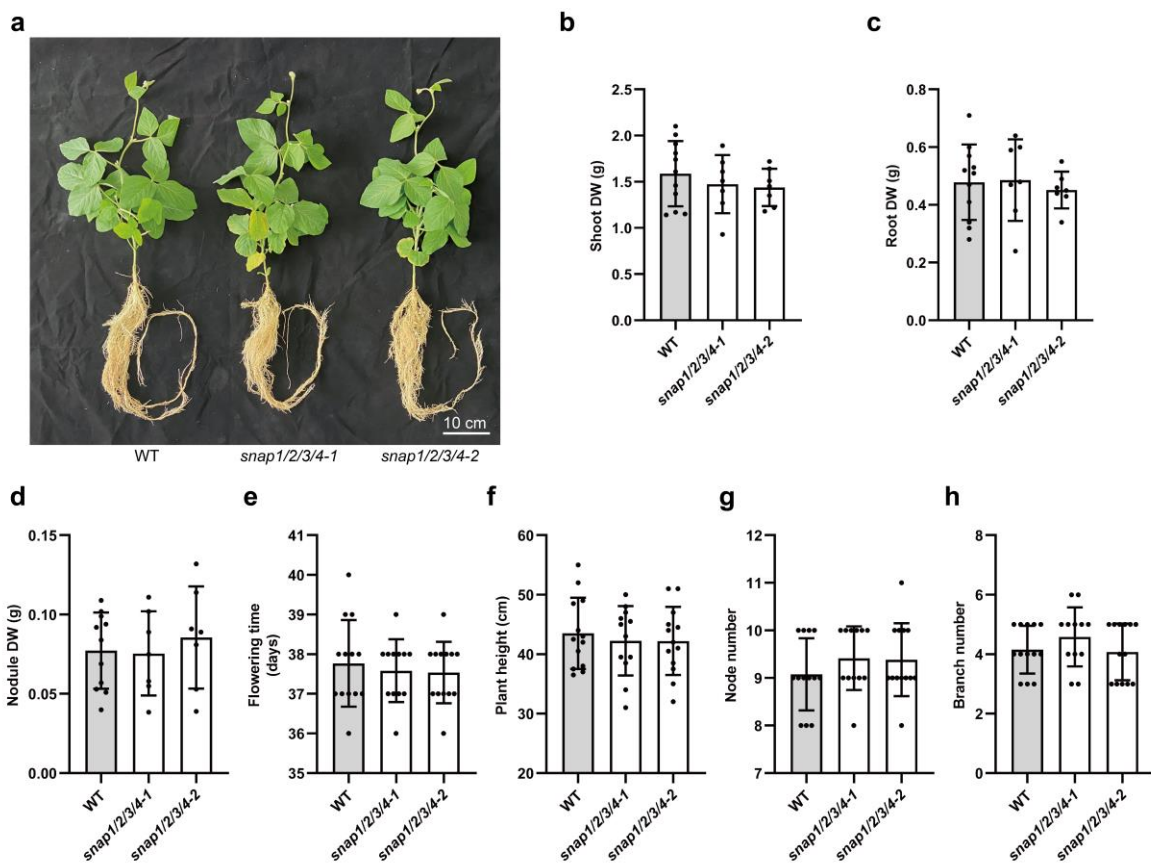

**Supplementary Figure 12.** Phenotypes of two *snap1/2/3/4* mutants and WT under LN condition. **a** Two *snap1/2/3/4* mutants and WT seedlings cultivated in hydroponics under LN condition. Photos were taken at 43 DAG (days after germination). Phenotypic summary of **b** shoot DW, **c** root DW, **d** nodule DW, **e** flowering time, **f** plant height, **g** node number and **h** branch number. DW: dry weight. All data are represented as mean  $\pm$  SD. For shoot DW, root DW and nodule DW, at least 7 plants were calculated for WT, *snap1/2/3/4-1* and *snap1/2/3/4-2* at 35 DAG. For flowering time, plant height, node number and branch number, at least 12 plants were calculated for WT, *snap1/2/3/4-1* and *snap1/2/3/4-2* at 43 DAG. Source data are provided as a Source Data file.

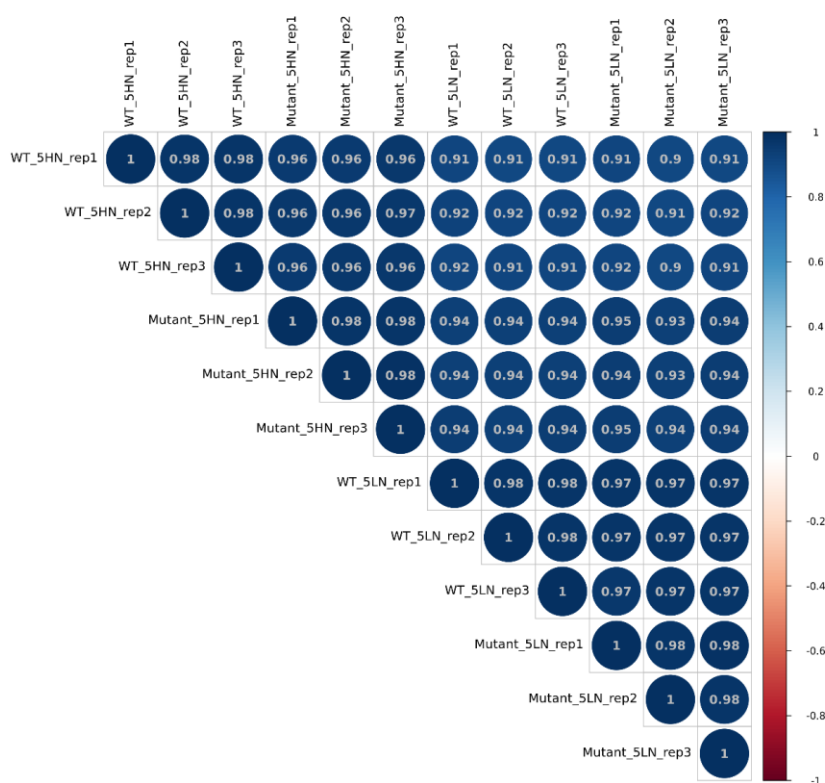

**Supplementary Figure 13.** Pairwise Spearman correlation coefficient analysis of RNA-seq samples of WT and *snap1/2/3/4-1* mutant under 5HN and 5LN condition. rep: replicate. Mutant: *snap1/2/3/4-1*. Values represent Spearman correlation coefficient of all the genes tested for differential expression between low N and high N nodule RNA-seq samples.

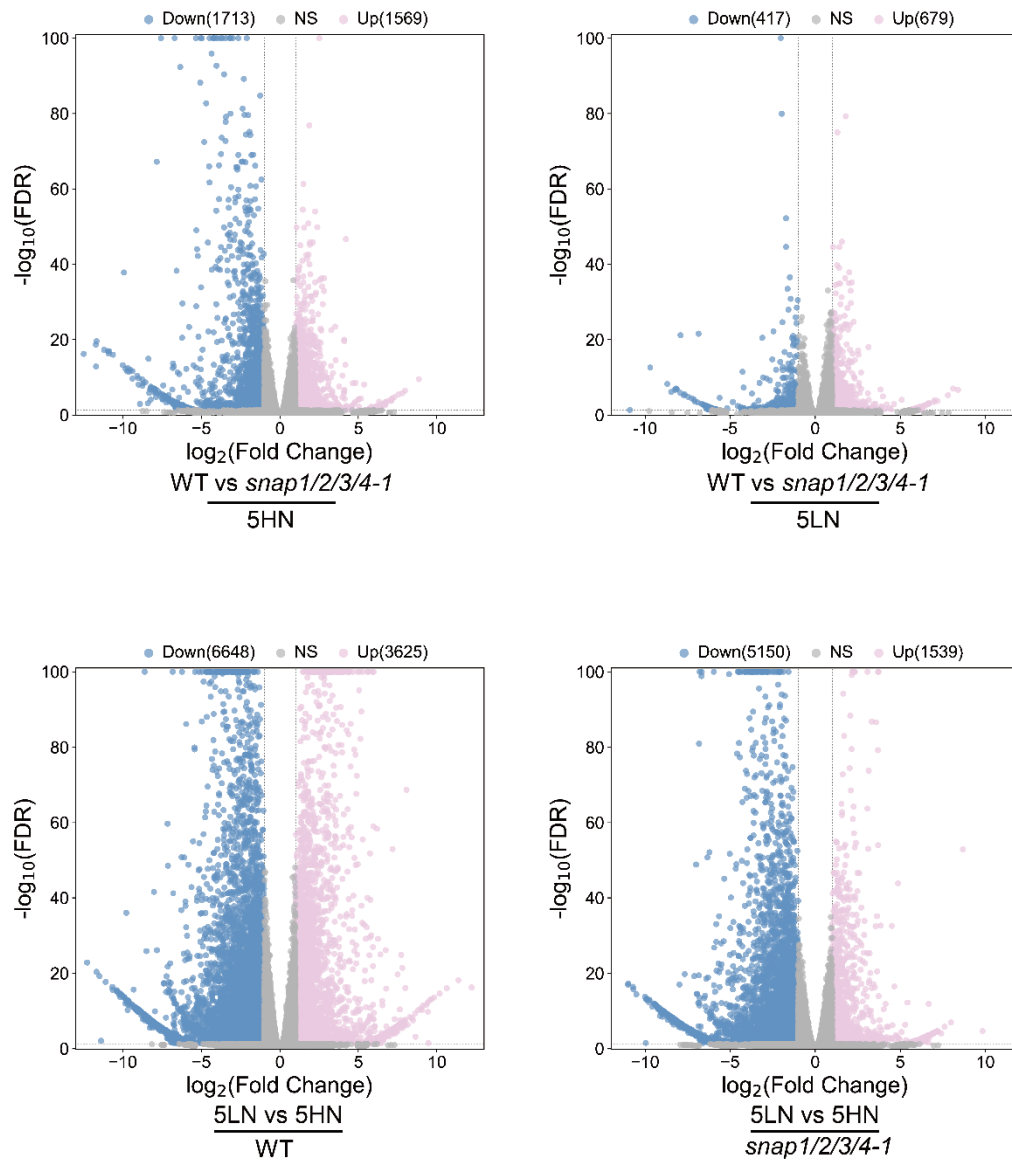

**Supplementary Figure 14.** Volcano plot of all expressed genes in WT and *snap1/2/3/4-1* mutant under 5HN and 5LN condition. Dotted lines indicate  $\log_2(\text{fold change}) = 2$  and  $\text{FDR} = 0.05$  respectively. Down: down-expressed genes; Up: up-expressed genes. NS: not significant. Source data are provided as a Source Data file.

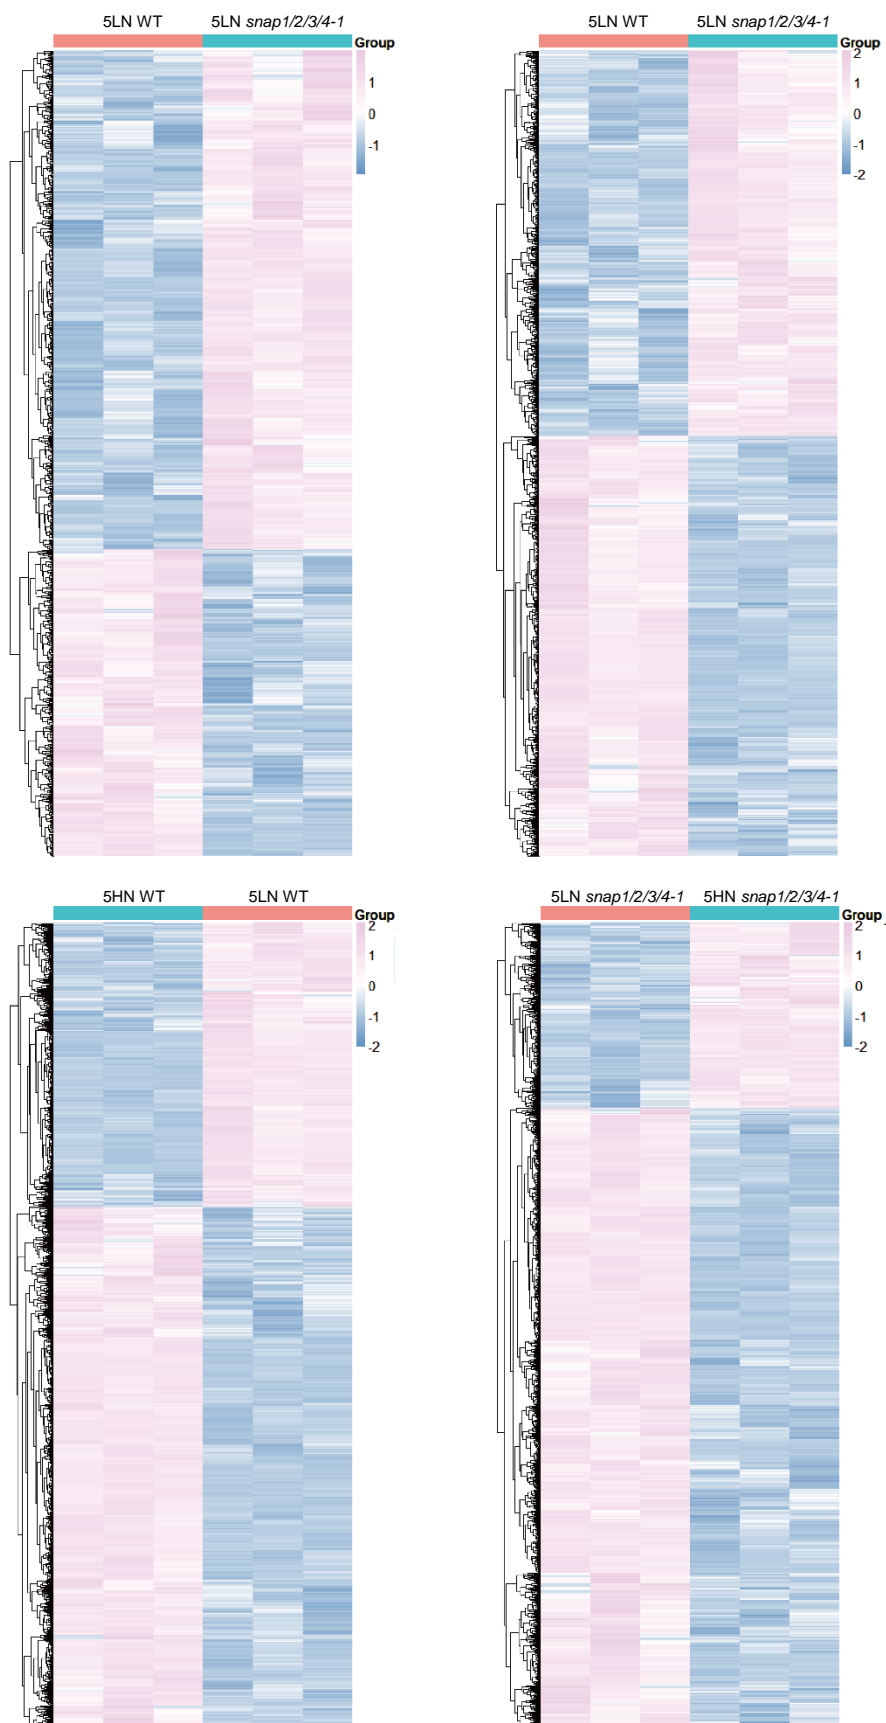

**Supplementary Figure 15.** Heatmaps of DEGs WT and *snap1/2/3/4-1* mutant under 5HN and 5LN condition. The scale is normalized with row values. Three biological replicates are shown. DEGs are determined by  $\log_2(\text{fold change}) > 1$  and  $\text{FDR} < 0.05$ .

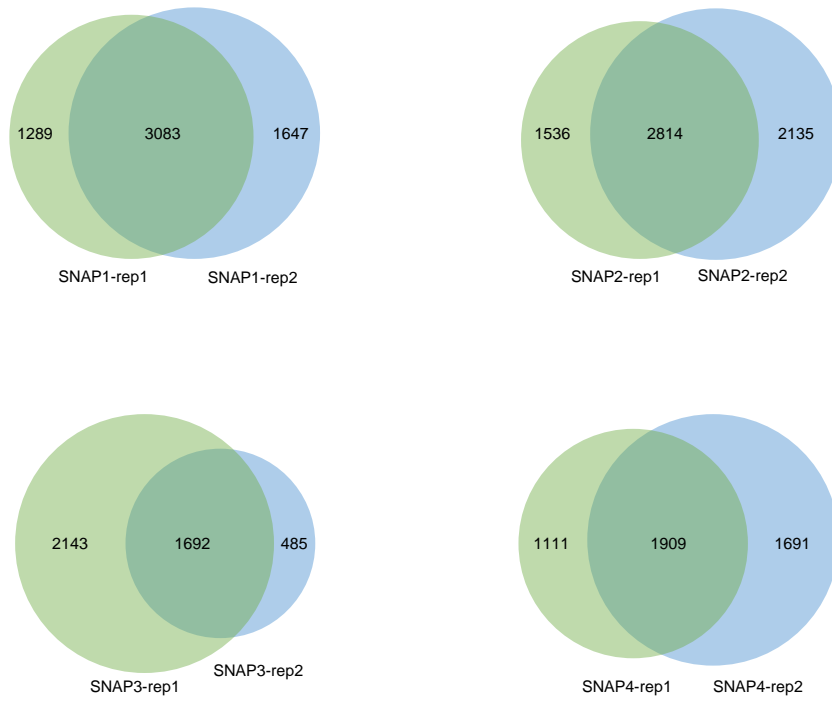

**Supplementary Figure 16.** Venn plots of SNAP binding genes in two biological replicates. Rep: replicate. ChIP-seq analysis identified 4372, 4730, 4350, 4949, 3835, 2177, 3020 and 3600 binding genes for SNAP1-rep1, SNAP1-rep2, SNAP2-rep1, SNAP2-rep2, SNAP3-rep1, SNAP3-rep2, SNAP4-rep1 and SNAP4-rep2, respectively.

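Supplementary Fig. 16 compares the genes bound in the replicates of each TF. From the peak lists and the nearest gene end, 5577 and 5954 genes had a peak in replicates 1 and 2 of FLAG-SNAP1, 5260 and 6157 in those of FLAG-SNAP2, 4620 and 2709 in those of FLAG-SNAP3, and 3893 and 4463 in those of FLAG-SNAP4. Of the genes in replicate 1, 71.2% were also in replicate 2 for FLAG-SNAP1, 67.0% for FLAG-SNAP2, 45.8% for FLAG-SNAP3 and 63.2% for FLAG-SNAP4. Of those in replicate 2 of FLAG-SNAP3, the library with the fewest peaks, 78.1% were also in replicate 1. A stricter q-value of 0.0001 moved the numbers most, to between 1663 and 3793 genes in a library.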

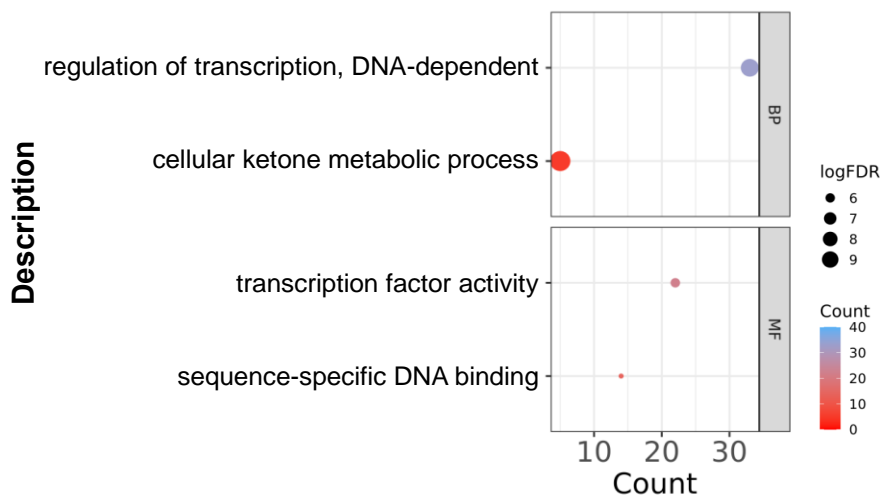

**Supplementary Figure 17.** GO analysis for SNAP1/2/3/4 directly regulated N-responsive genes. Selected GO terms are shown. All significantly enriched GO terms are listed in Supplemental Table 15.

**Supplementary Figure 18.** SNAP1/2/3/4 ChIP peaks and their targeted TFs. NAC: NAM, ATAF, and CUC; ERF: ethylene responsive element binding factor; GRF: growth-regulating factor; bZIP: Basic-leucine zipper; IAA-TF: IAA transcriptional regulator; HSF: heat shock transcription factor; Dof: DNA binding with One Finger; HD-ZIP: homeodomain leucine zipper.

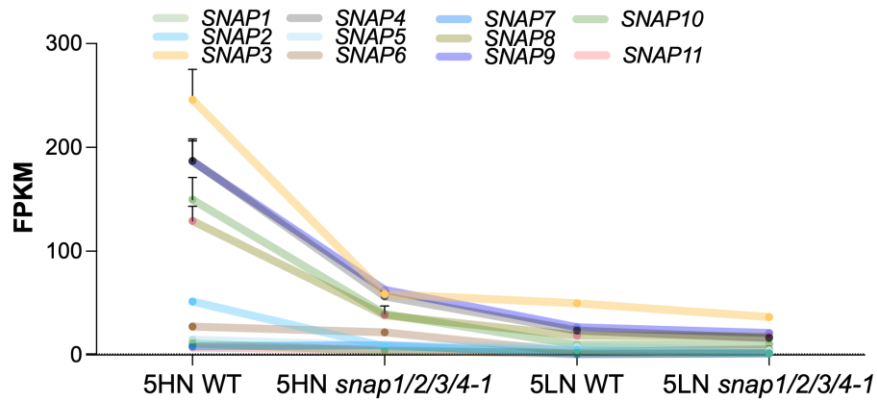

**Supplementary Figure 19.** Normalized expression level of soybean *SNAP* genes in *snap1/2/3/4-1* mutant. Data are represented as mean  $\pm$  SEM (n= 3 biologically independent experiments). FPKM: Fragments Per Kilobase of exon model per Million mapped fragments. Source data are provided as a Source Data file.

Supplementary Table 1. Primer list.

| Primer name        | Forward                                                                                      | Reverse                                                           | Target                                                   |
|--------------------|----------------------------------------------------------------------------------------------|-------------------------------------------------------------------|----------------------------------------------------------|
| EF1 $\alpha$ -qPCR | TGCAAAGGAGGCTGCTAACT                                                                         | CAGCATCACCGTTCTTCAAA                                              | qPCR for reference gene GmEF1 $\alpha$ (Glyma.17G186600) |
| SNAP1-qPCR         | TCCCTCTCAACAAACCACTG                                                                         | AATCTGTGGCATCCAAGAGGTTG                                           | qPCR for SNAP1 (Glyma.02G070000)                         |
| SNAP2-qPCR         | TCCACAAGCCACAATACTCATGTC                                                                     | AGTCTGTGGCATCCAAGAGATTTG                                          | qPCR for SNAP2 (Glyma.16G151500)                         |
| SNAP3-qPCR         | CCACTATTCAAGGATCAAGAAACTG                                                                    | GCTAACCTCCAAACAAATCCCAAC                                          | qPCR for SNAP3 (Glyma.16G043200)                         |
| SNAP4-qPCR         | ACCATCTCCAATCGACAACAGC                                                                       | TGGAGACTGAAGGGTTCAATTGGG                                          | qPCR for SNAP4 (Glyma.19G108800)                         |
| SNAP1-gene-BP      | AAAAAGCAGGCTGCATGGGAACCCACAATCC<br>AATAACTTGCCACCAGGT                                        | AGAAAGCTGGGTGCTGAAATGGAAGATATT<br>GAGGACTCATGAGTGGCTGCT           | BP reaction for SNAP1 (Glyma.02G070000)                  |
| SNAP2-gene-BP      | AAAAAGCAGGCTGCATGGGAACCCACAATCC<br>AATAACTTGCCACCAGGG                                        | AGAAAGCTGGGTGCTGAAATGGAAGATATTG<br>AGGACTCATGAGTGGCTG             | BP reaction for SNAP2 (Glyma.16G151500)                  |
| SNAP3-gene-BP      | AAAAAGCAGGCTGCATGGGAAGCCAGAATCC<br>AATTTGC                                                   | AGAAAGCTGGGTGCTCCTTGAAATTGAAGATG<br>AGGACCAAGC                    | BP reaction for SNAP3 (Glyma.16G043200)                  |
| SNAP4-gene-BP      | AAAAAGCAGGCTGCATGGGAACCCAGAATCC<br>AATTTGCCACCCGG                                            | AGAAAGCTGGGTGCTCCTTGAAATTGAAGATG<br>AGGACCAAGCATTAAACCGT          | BP reaction for SNAP4 (Glyma.19G108800)                  |
| SNAP1/2-CRISPR     | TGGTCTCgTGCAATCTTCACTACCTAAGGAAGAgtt<br>ttagagctagaatagc                                     | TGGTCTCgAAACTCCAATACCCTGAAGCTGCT<br>a<br>tgccagccgggaatcgaa       | CRISPR/Cas9 vector construction for SNAP1/2              |
| SNAP3/4-CRISPR     | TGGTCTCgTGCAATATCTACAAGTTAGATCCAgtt<br>ttagagctagaatagc                                      | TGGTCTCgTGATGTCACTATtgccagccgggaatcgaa<br>a<br>tgccagccgggaatcgaa | CRISPR/Cas9 vector construction for SNAP3/4              |
| Vector I-sg-1/2/3  | TCTTCACTACCTAAGGAAGA<br>ATATCTACAAGTTTGATCCA<br>AGCAGCTTCAGGGTATTGGA<br>ATATCTACAAGTTAGATCCA |                                                                   | three sgRNAs for SNAP1/2                                 |
| Vector II-sg-1/2/3 | ATAGTGACATCATTGCAAGG<br>AGAGAGCGTTGGTGTGAAGA<br>CCAATAACTTGCCACCAGGT<br>CCAATAACTTGCCACCAGGG | AGCGATATTCATGCATGATCCAATTGGTC<br>AGTTGAGAATCAGATCCATGATAG         | three sgRNAs for SNAP3/4                                 |
| SNAP1-test         | TTAGGTTCCACCCAACCGAT                                                                         | ACCTTATTGCTAGTAGGGACATGTG                                         | Mutant check for SNAP1 (Glyma.02G070000)                 |
| SNAP2-test         | AACATCATTTAGCTAGCTAGCC                                                                       | CGGTTATGCATCACTTGGAAAT                                            | Mutant check for SNAP2 (Glyma.16G151500)                 |
| SNAP3-test         |                                                                                              |                                                                   | Mutant check for SNAP3 (Glyma.16G043200)                 |
| SNAP4-test         |                                                                                              |                                                                   | Mutant check for SNAP4 (Glyma.19G108800)                 |

# Supplementary material for: The NAC transcription factors SNAP1/2/3/4 are central regulators mediating high nitrogen responses in mature nodules of soybean
**Source:** Nat Commun. 2023 Aug 5;14:4711. doi: 10.1038/s41467-023-40392-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Data 1:** Total expressed genes (FPKM) in mature nodules in time-series HN and LN treatment.

**Supplementary Data 2:** Co-expression modules for all DEGs in mature nodules in time-series HN and LN treatment.

**Supplementary Data 3:** GO enrichment analysis of genes in module turquoise.

**Supplementary Data 4:** GO enrichment analysis of genes in module blue.

**Supplementary Data 5:** TFs in module blue with GS and total Kin.

**Supplementary Data 6:** Total DEGs (FPKM) between 5HN and 5LN in mature nodules of W82.

**Supplementary Data 7:** Total DEGs (FPKM) between 5HN and 5LN in mature nodules of *snap1/2/3/4-1* mutant.

**Supplementary Data 8:** Total DEGs (FPKM) in mature nodules between W82 and *snap1/2/3/4-1* mutant in 5HN treatment.

**Supplementary Data 9:** Total DEGs (FPKM) in mature nodules between W82 and *snap1/2/3/4-1* mutant under 5LN treatment.

**Supplementary Data 10:** GO enrichment analysis of up-regulated genes between W82 and *snap1/2/3/4-1* mutant in 5HN treatment.

**Supplementary Data 11:** Summary of SNAP TFs binding targets detected by ChIP-seq.

**Supplementary Data 12:** Predicted motifs in 200bp flanking region of binding summits of SNAP TFs detected by Homer.

**Supplementary Data 13:** Summary of SNAP directly activated N-responsive genes.

**Supplementary Data 14:** GO enrichment analysis of SNAP directly regulated genes.

# Supplementary material for: The NAC transcription factors SNAP1/2/3/4 are central regulators mediating high nitrogen responses in mature nodules of soybean
**Source:** Nat Commun. 2023 Aug 5;14:4711. doi: 10.1038/s41467-023-40392-w
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The sequence data were generated with Illumina NovaSeq 6000 and Illumina HiSeq X. No software for data collection was used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data analysis   | RNAseq reads were trimmed with Trimmomatic v0.39 and aligned by HISAT2 v2.1.0; The number of reads mapping to each gene and normalized expression value (FPKM) was calculated by StringTie v1.3.6; Read count was used to perform differentially expression analysis using DESeq2; co-expression network was constructed by WGCNA R package v1.70.3; ChIPseq data were trimmed by trim_galore v0.6.6 and aligned using Bowtie2 v2.3.4.3; Mapped reads were filtered by samtools v1.9; Read coverage was calculated using bamCoverage function in deeptools v3.5.1; Peak calling was performed by MACS2 v2.2.7.1. HOMER v4.11.1 was applied to predict the enriched motifs for candidate peaks with default parameters. Peak annotation was conducted by annotatePeaks.pl script in Homer. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq data and ChIPseq data used in this study have been deposited into NCBI database under accession number PRJNA674706 and PRJNA907509. Processed data have been deposited in the NCBI GEO database under the accession number GSE236557.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For phenotype collection, at least seven individual plants or nodules were taken. No statistical method was used to predetermine sample size. Because it is not a population study and the sample size was sufficient for comparison according to the reports in related research works.

Data exclusions

No data was excluded in this work.

Replication

For ChIPseq, two biological replicates were performed. For RNAseq, three biological replicates were performed. All replications were reliably reproduced and described in figure legend and method

Randomization

The samples used in this study were randomly sampled.

Blinding

No blinding was used. Blinding was not appropriate as the author who performed the experiment and analyzed the data in the meantime.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | FLAG antibody (Sigma, F1804, 1mg/ml)                                                                                                                                                     |
| Validation      | FLAG antibody (Sigma, F1804) is commercial and has been validated to work in soybean ( <a href="https://doi.org/10.3389/fpls.2021.629069">https://doi.org/10.3389/fpls.2021.629069</a> ) |

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                  |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/bioproject/PRJNA907509">https://www.ncbi.nlm.nih.gov/bioproject/PRJNA907509</a><br><a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE236557">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE236557</a> |
| Files in database submission                                       | Files were provided in supplementary Data files.                                                                                                                                                                                                                 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | No longer applicable.                                                                                                                                                                                                                                            |

## Methodology

|                         |                                                                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Two replicates of transgenic hairy root tissues with nodules were used.                                                                                                                                                                                     |
| Sequencing depth        | At least 17 million pair-end reads with read length of 150 were generated for each sample.                                                                                                                                                                  |
| Antibodies              | FLAG antibody (Sigma, F1804).                                                                                                                                                                                                                               |
| Peak calling parameters | Peak calling was performed by MACS2 60 v2.2.7.1 with parameters of -q 0.05 and -g 1.0e9.                                                                                                                                                                    |
| Data quality            | We followed the standard pipeline to analyze the data. Peaks detected in two biological replicates were used for downstream analysis. 

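Peak by peak, 69.0% of the peaks of FLAG-SNAP1 replicate 1 overlapped a peak of replicate 2 by at least 1 bp, and 63.5% of those of replicate 2 overlapped a peak of replicate 1. These shares were 61.9 and 52.3% for FLAG-SNAP2, 40.5 and 73.8% for FLAG-SNAP3, and 57.1 and 49.0% for FLAG-SNAP4. The peak lists hold all peaks of each library, including those without a partner in the other replicate.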

Detailed information were described in methods.                                                                       |
| Software                | ChIPseq data were trimmed by trim_galore v0.6.6 and aligned using Bowtie2 v2.3.4.3; Mapped reads were filtered by samtools v1.9; Read coverage was calculated using bamCoverage function in deeptools v3.5.1; Peak calling was performed by MACS2 v2.2.7.1. |

How the deposited data were processed for this re-analysis (not part of the article)

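The data were ChIP-seq peaks from transgenic soybean hairy roots with nodules that expressed FLAG-tagged SNAP1, SNAP2, SNAP3 or SNAP4, with 2 replicates for each TF and 8 libraries in all. The authors trimmed the reads, aligned them to Wm82 a4.v1 with Bowtie2, kept properly paired and uniquely mapped reads, and called peaks in each library on its own with MACS2 at a q-value of 0.05. Replicates were not pooled. For each peak the authors deposited a position, a score, the fold enrichment at the summit as a ratio, the −log10 p-value, the −log10 q-value and the place of the summit. The fold enrichment is the authors' own and was used to describe and rank peaks within a library and, as a mean over the 8 libraries, to choose the strongest shared peaks; no test compared it between libraries, whose enrichment may differ. The paper's text does not name an input or other control library for the peak calls, or whether duplicate reads were removed, and copies of a fragment could raise the fold enrichment of a peak. It introduces the ChIP-seq as a search for targets in N-treated nodules, and its description of the hairy roots names no nitrogen level, so binding at high and low nitrogen was not compared here. No control library and no reads were analysed here, so the depth of each library is known only as the minimum in the paper's Reporting Summary, and a library with fewer peaks cannot be told from one with fewer reads.

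Gene names and neighbourhoods came from the RefSeq annotation of Glycine_max_v4.0, with 58643 genes on the 20 chromosomes, of which 46816 are protein-coding and 709 are tRNA genes. Its gene coordinates are not printed. The copy of the annotation used gives neither strand nor the Glyma identifiers used in the paper, and no genome sequence was used here. The design, fixed before the data were examined, called for distances to the TSS. They were replaced by distances to the nearest end of a gene, and the share of peaks upstream of the TSS by the share of midpoints outside every gene and within 1 kb of a gene end. This departs from HOMER's annotation in the paper and lets peaks at the 3′ end of a gene count. That the peaks and the annotation share coordinates was checked from the data, by shifting the genes by 20 kb, and through the tRNA genes, of which 83.9 to 100% on each chromosome had a peak in at least 1 library.

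A peak was assigned by its midpoint to the gene with the nearest end within 2 kb, and a target of a TF was a gene with a peak in both replicates. Targets shared by all 4 TFs were compared with 10000 independent draws of gene sets of the same sizes, and positions with 1000 sets of random positions on the same chromosomes. Overlap of peaks between libraries was measured by a Jaccard index with an overlap of at least 1 bp, in which the number of shared peaks is the mean of the numbers of peaks with a partner in each of the 2 libraries. The mean index of the 4 replicate pairs was tested over every way to pair the 8 libraries, one-sided. A tRNA gene had a peak when a summit lay within 200 bp. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures matplotlib 3.10.9, with a random seed of 1.

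The genes named are the 5 with the highest mean, over the 8 libraries, of the fold enrichment of their strongest peak among targets of all 4 TFs, the 5 strongest peaks far from genes common to all 8 libraries, and the genes the paper names in connection with binding. Of the last, only SNAP4, listed in the annotation as NAC11 with the synonym GmNAC181, could be matched. The test of the CACGT motif, the comparison with the genes of Supplementary Data 13 and the comparison of senescence-associated genes were planned and not run. The copies of Supplementary Data 11 and 12 at hand were truncated, and no test was run on them.

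The steps were tested on simulated data. In 400 simulated sets of 8 libraries with no sites of their own for any TF, the pairing test gave a p of 0.05 or less in 5.75% of sets, and this number of sets was chosen after a first, smaller run had given a higher share. The simulated libraries held 2250 peaks each, so real libraries of 3628 to 9332 peaks, with numbers alike within a TF, were not covered. With the same number of the strongest peaks in each real library, the mean index of replicate pairs exceeded that of other pairs by 0.106. All of 200 planted peaks were assigned to their genes. They were planted only beside genes far from any other, so assignment where genes lie close together was not tested. The alternatives were other distances, the summit in place of the midpoint, every gene within 2 kb, q-values of 0.01 and 0.0001, other definitions of a target and of overlap, protein-coding genes alone, the same number of the strongest peaks in each library, and leaving out each replicate or TF. Leaving out peaks at tRNA genes, leaving out the peaks common to all 8 libraries, and all settings for tRNA genes were added after the data had been seen.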

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

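All tests in this part were chosen after the results they address had been seen.

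The paper does not discuss tRNA genes. Of the 709 tRNA genes in the annotation, 484 (68.3%) had a peak summit within 200 bp in all 8 libraries, and 31 had one in no library. A single library had a summit at 552 to 667 of them, against 2 to 6 after the genes were shifted by 20 kb. Peaks at tRNA genes made up 7.09 to 15.3% of the peaks of a library, and their median fold enrichment was 5.13 to 8.19, against 3.97 to 4.94 for the other peaks. With summits within 100 bp the number in all 8 libraries was 321, and with a q-value of 0.0001 it was 404. Leaving out each library in turn, which can only keep or raise the number, gave 484 to 534.

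A shift between the coordinates of genes and peaks is ruled out as the source of the tRNA signal by the loss of the overlap after the shift, where at most 6 tRNA genes had a peak in any library, and by a median distance of 26 to 41 bp between summit and tRNA gene. Nearness to promoters of other genes is also argued against: of the 81 tRNA genes more than 5 kb from every other gene, at least 66.7% had a peak in each library. What remains open is whether chromatin at tRNA genes is recovered whichever TF carries the tag, or whether the SNAP TFs bind there. Taken over all of them, the tRNA peaks stood in the upper part of every library, at a median percentile of fold enrichment of 84.2 or more. The percentile was 94.1 ± 0.412 (SD, n = 2) for FLAG-SNAP1 and 87.2 ± 4.12 (SD, n = 2) for FLAG-SNAP4. Among the 100 strongest peaks the standing was not uniform: tRNA peaks made up 3 and 5% of them in the FLAG-SNAP4 libraries, against 29 to 41% in the other 6. This goes against an equal recovery at the top of every library, but it concerns the strongest peaks alone, and other strong peaks in the FLAG-SNAP4 libraries would also give it. These explanations cannot be told apart, since no library without a tagged TF was analysed. The high transcription of tRNA genes by RNA polymerase III may leave their chromatin open to the Tn5 transposase, but this was not tested.

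Among the peaks of FLAG-SNAP1 replicate 1, 1258 overlapped a peak in all 7 other libraries, and 188 of these lay more than 2 kb from every gene, outside the target genes that the paper discusses. The 5 strongest, by mean fold enrichment over the 8 libraries and with positions from FLAG-SNAP1 replicate 1 on Wm82 a4.v1, lay on chromosome 15 from 28347488 to 28347941 (21.9 ± 2.88, SD, n = 8), on chromosome 7 from 17243045 to 17243509 (20.3 ± 3.52, SD, n = 8), on chromosome 6 from 23544102 to 23544641 (19.9 ± 2.48, SD, n = 8), on chromosome 8 from 37750901 to 37751368 (19.6 ± 2.86, SD, n = 8) and on chromosome 1 from 7736852 to 7737422 (19.2 ± 2.52, SD, n = 8). None of them ranked lower than 24 in any library. Their order is within the spread of the libraries.

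These may be regions that gather reads in every library whichever TF carries the tag, such as repeats or copies collapsed in the assembly. Of the 100 strongest peaks of a library, at least 79% were common to all 8 libraries, against 13.5 to 34.6% of all its peaks, and 28 to 56% of the 100 strongest lay far from genes, against 18.4 to 25.2% of all peaks. The common peaks as a whole were far from genes less often: 14.9% of those of FLAG-SNAP1 replicate 1 were, against 23.9% of all its peaks. This was first taken to favour that explanation; the reading was changed to undecided after the value was known, because strong sites bound by all 4 TFs would give the same share, and because a peak that is strong in 1 library is found more easily in the others. The explanations cannot be told apart without a library that lacks a tagged TF or the sequence of the regions.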

How the results depend on the processing

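The settings without peaks at tRNA genes, without peaks common to all 8 libraries and those for tRNA genes were chosen after the results were seen, and all others before the data were examined.

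The tests of shared targets, peak positions and overlap kept their direction under every alternative run for them. Some orders did not. FLAG-SNAP2 had more targets than FLAG-SNAP1 with a peak in at least 1 replicate and without replicate 1, FLAG-SNAP3 had more than FLAG-SNAP4 without replicate 2, and the share of targets in common was highest for FLAG-SNAP4 in place of FLAG-SNAP3 with the same number of the strongest peaks, without either FLAG-SNAP3 replicate and without replicate 2 of all TFs. With the same number of the strongest peaks, the 671 shared genes were 39.9% of FLAG-SNAP2 targets, 39.2% of FLAG-SNAP3 targets and 44.5% of FLAG-SNAP4 targets. FLAG-SNAP3 thus had more targets than FLAG-SNAP2 and FLAG-SNAP4 under that setting. The numbers of target genes moved by more than 1.5 times under a few settings. At a q-value of 0.0001 there were 2526, 2124, 1337 and 1483 targets for FLAG-SNAP1 to FLAG-SNAP4 and 651 shared by all 4 TFs; fewer peaks enter by construction. A peak in at least 1 replicate gave 7559, 7892, 5214 and 5897 targets and 2358 shared. Every gene with an end within 2 kb gave 1685 shared, the same number of the strongest peaks in each library 671, and the peaks without those at tRNA genes 599. Targets from 1 replicate alone numbered 5577 to 5954 for FLAG-SNAP1, 5260 to 6157 for FLAG-SNAP2, 2709 to 4620 for FLAG-SNAP3 and 3893 to 4463 for FLAG-SNAP4, and the shared targets 1043 to 1543 when 1 replicate was left out of 1 TF or of all 4. By construction, leaving out a library can only keep or raise these numbers. Without replicate 1, FLAG-SNAP2 had 6157 targets and FLAG-SNAP4 4463; without replicate 2, FLAG-SNAP3 had 4620, FLAG-SNAP4 3893 and all 4 TFs together 1543. Under the remaining settings (1 kb, 5 kb, summits, a q-value of 0.01, overlapping peaks, protein-coding genes alone) the numbers stayed within 1.5 times.

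The excess of shared targets over chance kept its direction in every setting, from 29.7-fold when only bound genes were drawn from to 17074-fold. Peaks outside genes near a gene end exceeded random positions 1.26- to 4.27-fold. The mean Jaccard index of replicate pairs exceeded that of other pairs by 0.0829 to 0.133, the smallest difference without FLAG-SNAP3; with 1 TF left out, an exact test cannot give a p below 0.0667. Of the other values, 93 moved and 171 did not. A count moved when it changed by more than 1.5 times. A share or Jaccard index moved when it left a narrow interval around its main value, such as 24.4 to 27.1% for the FLAG-SNAP1 share. The FLAG-SNAP4 replicates fell just below their highest index with another TF with summits within 200 bp (0.273 against 0.274) and without the peaks common to all 8 libraries (0.249 against 0.253). The calls of the named genes were the same under all alternatives run for them.

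The replicate numbers were used as a block by pairing each replicate 1 library with replicate 2 libraries only. The difference was 0.106 (one-sided exact permutation test, p = 0.0417, the smallest the block can give). The numbers did not pair the libraries: libraries of different TFs had a mean index of 0.294 ± 0.0490 (SD, n = 12 pairs) with the same number and 0.295 ± 0.0468 (SD, n = 12 pairs) with different numbers.

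Not run were all alternatives for the CACGT motif, for the directly activated genes, for the senescence-associated genes and for named genes other than SNAP4 and the 5 strongest, because no genome sequence or Glyma identifiers were used here. Read depth is unknown, so whether the smaller FLAG-SNAP3 replicate 2 limits the shared targets through depth was not tested. Without that library there were 1277, but leaving out any library can only keep or raise the number.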

Differences from the paper's values

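No test in this part was chosen after the results were seen. The alternatives named were set before the data were examined, apart from the one without peaks at tRNA genes.

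In the main results, no value differed from the paper's by more than 1.5 times. The numbers of genes were higher than the paper's throughout, by 1.20 to 1.29 times for genes in a library and 1.25 to 1.29 times for targets of a TF. The targets shared by all 4 TFs numbered 1023 against the paper's 771, which is 1.33 times as many, and the shares of each TF's targets were 1.03 to 1.06 times the paper's. The paper's targets were called from the TSS of gene models, those here from either gene end with tRNA genes counted. With protein-coding genes alone, the shared targets were 868, and within 1 kb of a gene end 951. Among protein-coding genes alone the shares were 24.3, 27.5, 46.7 and 39.7% for FLAG-SNAP1 to FLAG-SNAP4. Without peaks at tRNA genes they fell to 17.9, 20.6, 37.6 and 30.8%, against the paper's 25.0, 27.4, 45.6 and 40.4%. Some other alternatives differed from the paper by more than 1.5 times. Every gene with an end within 2 kb gave 1685 shared targets, and a peak in at least 1 replicate 2358. Without FLAG-SNAP3 replicate 2 there were 1277, and the FLAG-SNAP3 share was 27.6% against the paper's 45.6%. Without FLAG-SNAP4 replicate 1 the FLAG-SNAP4 share was 25.6% against 40.4%.

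The paper places the peaks at some distance upstream of the TSS. Here the densest bin outside protein-coding genes was the 100 bp next to a gene end for all 4 TFs, with the 2 ends of a gene not told apart. Inside genes it was also the 100 bp next to the end, except for FLAG-SNAP3. There, in the mean of the replicates, it lay 200 to 300 bp from the end, with 6.69% ± 0.558 (SD, n = 2) of peaks. The replicates differed: it was the bin of 100 to 200 bp in replicate 1 (7.22%) and of 200 to 300 bp in replicate 2 (7.09%). The densest bin outside held 6.54% ± 0.119 (SD, n = 2) of FLAG-SNAP3 peaks.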

Other observations

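The tests of peaks over SNAP4, of FLAG-SNAP3 replicate 2 and of peaks shared by all 4 TFs were set out before their results were seen, and the tests without common peaks and of genes bound by 1 TF after.

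DNA of the expression vector, which carries a SNAP coding sequence, could align to the gene itself and give peaks over its exons. The 2 FLAG-SNAP4 libraries had 0 peaks over SNAP4, and no library had a peak within 5 kb of it. The nearest peak was 15875 to 82735 bp away. The other 3 SNAP genes could not be placed in the annotation. If vector DNA was also in a control used to call peaks, it would leave no peak, and this stays open.

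FLAG-SNAP3 replicate 2 had 3628 peaks against 6590 in replicate 1. If it was sequenced less deeply or enriched less well, the peaks missing from it would be the weaker ones of replicate 1, and this is what was found: a peak of replicate 1 that was found in replicate 2 had the higher fold enrichment with a probability of 0.740, with medians of 5.58 for found and 4.51 for missing peaks. The same probability was 0.642 to 0.715 in the other comparisons of replicates, so weaker peaks dropped out everywhere and the test is consistent with the explanation without singling it out. Whether depth or enrichment was lower cannot be said from peak lists.

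Peaks shared by all 4 TFs may reflect open chromatin or another feature of every library rather than the TFs. Replicates of a TF overlapped more than libraries of different TFs (one-sided exact permutation test, p = 0.00952), so such a feature is not the whole of the signal, but the shared peaks themselves cannot be told apart from it: no control library was analysed and the test of CACGT in them was not run. Without the peaks common to all 8 libraries, the mean Jaccard index of replicates exceeded that of other pairs by 0.110 (0.306 against 0.196). The removed peaks are in every pair alike, so this restates the first test and decides nothing more. Differences between TFs and differences between the batches of roots that carried them are not separable, because the paper's text names no batch.

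The genes bound by 1 TF and no other could arise if libraries of a TF differed as much as libraries of different TFs. Of all the ways to pair the 8 libraries, 2 gave as many genes in exactly 1 pair as the pairing by TF, that pairing included. The pairing by TF gave 2574 such genes, the other one 2591, and the median pairing 2028. The genes in at least 1 pair also numbered more in the pairing by TF, 5834 against a median of 4828. A count of genes in exactly 1 pair rises with the overlap of the partners, so it restates the comparison of peaks between libraries and does not decide how many of these genes are specific to a TF. The genes with no peak in any library of another TF numbered 346 for FLAG-SNAP1, 252 for FLAG-SNAP2, 115 for FLAG-SNAP3 and 52 for FLAG-SNAP4.

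Of the protein-coding genes of at least 500 bp, 45 to 177 in a library had at least 80% of their length covered by 1 peak, 322 in at least 1 library and 5 in all 8. The median length of the 322 was 1098 bp, against 3417 bp for all genes of at least 500 bp. Of the 868 genes that were targets of all 4 TFs when protein-coding genes alone were used, 297 (34.2%) were targets only through peaks at tRNA genes.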
